# Identification of the miRNA targetome in hippocampal neurons using RIP-seq

**DOI:** 10.1038/srep12609

**Published:** 2015-07-28

**Authors:** Josephine Malmevik, Rebecca Petri, Thies Klussendorf, Pina Knauff, Malin Åkerblom, Jenny Johansson, Shamit Soneji, Johan Jakobsson

## Abstract

MicroRNAs (miRNAs) are key players in the regulation of neuronal processes by targeting a large network of target messenger RNAs (mRNAs). However, the identity and function of mRNAs targeted by miRNAs in specific cells of the brain are largely unknown. Here, we established an adeno-associated viral vector (AAV)-based neuron-specific Argonaute2:GFP-RNA immunoprecipitation followed by high-throughput sequencing to analyse the regulatory role of miRNAs in mouse hippocampal neurons. Using this approach, we identified more than two thousand miRNA targets in hippocampal neurons, regulating essential neuronal features such as cell signalling, transcription and axon guidance. Furthermore, we found that stable inhibition of the highly expressed miR-124 and miR-125 in hippocampal neurons led to significant but distinct changes in the AGO2 binding of target mRNAs, resulting in subsequent upregulation of numerous miRNA target genes. These findings greatly enhance our understanding of the miRNA targetome in hippocampal neurons.

MicroRNAs (miRNAs) are small, non-coding RNAs that bind to complementary messenger RNA (mRNA) targets, thereby causing a decrease in target mRNA activity. Increasing evidence indicates an important role for miRNAs in the brain, where multiple miRNAs are highly expressed and many are enriched in specific brain regions^1^. Functional studies suggest that miRNAs regulate a number of cellular processes relevant for neuronal functions, including synaptic plasticity, dendritic branching, adult neurogenesis and neuronal survival^1^,^2^. In the hippocampus, depletion of the entire miRNA pathway using conditional deletion of *Dicer*, results in an improved performance in cognitive tests, indicating that miRNAs are key molecules in controlling learning and memory^3^. Deletion of *Dicer* ultimately results in neuronal cell death, implicating a role for miRNAs in neurodegeneration^3^,^4^. The miRNome of hippocampal neurons, which consists of several hundred miRNAs, has been extensively studied and important roles have been attributed to individual miRNA families, such as miR-34 and miR-124^5^,^6^.

Although we now have substantial knowledge about the expression pattern of different miRNAs in the brain, it is paradoxical that we know very little about which mRNAs that are targets of miRNAs in different neuronal cell types. It has been speculated that miRNAs regulate large networks of genes since each miRNA can target several hundred transcripts and each transcript can be regulated by several miRNAs^7^. However, the identification and functional analysis of genes targeted by miRNAs in specific subsets of neurons is challenging, and therefore the identity of the network of miRNA target genes in the brain remains largely unknown.

The function of miRNAs is thought to be primarily restricted to the RNA-induced silencing complex (RISC), which consists of several factors including argonaute (AGO) proteins. In the RISC, miRNAs bind to mRNAs and inhibit their translation or elicit their degradation^7^. Biochemical isolation of AGO proteins has recently been employed to analyse bound miRNAs and their target genes^8^,^9^,^10^,^11^. The combination of AGO protein isolation with RNAse digestion and next generation sequencing as used in techniques such as HITS-CLIP and PAR-CLIP allows for a snapshot of miRNA-mRNA interactions^8^,^11^. However, these techniques are difficult and ultimately depend on small RNA-seq of a limited amount of material, which potentially causes sequencing bias^12^. These drawbacks complicate quantitative assessments of e.g. the relative enrichment of different transcripts in the RISC. To circumvent these issues, we have here established a novel approach allowing neuron-specific RNA immunoprecipitation followed by next generation sequencing (RIP-seq) and investigated miRNA targets in hippocampal neurons at a genome-wide level.

## Results

### Establishment of neuron-specific RIP in the hippocampus of the mouse brain

To investigate miRNA targets in hippocampal neurons at a transcriptome level, we optimised a neuron-specific GFP-AGO2 RIP approach allowing for the isolation of miRNAs and mRNAs from the mouse brain without the need of crosslinking (see Experimental Procedures for details), thereby taking advantage of the fact that the AGO2 protein is in direct contact with miRNAs and mRNAs in the RISC. We generated adeno-associated viral serotype 5 (AAV5) vectors expressing a GFP-AGO2 fusion protein (AAV5-GFP-AGO2) under the control of a synapsin promoter (Fig. 1A). The vector design allows for RIP of miRNA and mRNA bound to the GFP-AGO2 fusion protein by using a GFP antibody (Fig. 1B). Moreover, neuron-specific RIP is ensured by the synapsin-driven expression of the fusion protein. We targeted the mouse hippocampus by performing bilateral three-site injections resulting in GFP-AGO2 expression in the cytoplasm of hippocampal neurons in the dentate gyrus, CA1 and CA3 (Fig. 1C; left panel). The GFP expression resembled endogenous cytoplasmic AGO2 localisation (Fig. 1C; right panel). To validate our RIP-approach, hippocampal tissue was extracted eight weeks after injection, followed by RIP and RNA extraction. Using qRT-PCR, we found a high enrichment of miR-103 and miR-124 in AAV5-GFP-AGO2-injected animals compared to sham-injected animals, confirming efficient RIP of miRNAs (Fig. 1D). Moreover, the neuron-specific expression of the GFP-AGO2 fusion protein was confirmed by analysing the ratio of the neuron-specific miR-124 to the glia-enriched miR-21^13^,^14^,^15^ in RIP fractions compared to INPUT fractions. We found miR-124 to be more than three-fold enriched compared to miR-21 in RIP samples (Fig. 1E). We also found a specific enrichment of the previously identified miRNA target gene *Cplx1*^8^ in AAV5-GFP-AGO2 injected animals compared to sham-injected animals (Fig. 1F), thereby confirming efficient RIP of miRNA-targeted mRNAs. Thus, our experimental approach allows for RIP of miRNAs and target mRNAs bound to the GFP-AGO2 fusion protein specifically in hippocampal neurons.

### Analysis of AGO2 binding at a transcriptome level

In order to analyse miRNA targets at a genome-wide level, we generated polyA-selected cDNA libraries from RIP samples of animals injected with AAV5-GFP-AGO2 and sham controls. We performed high-throughput next generation sequencing on these samples and the resulting reads were subsequently mapped to the mouse genome. 

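The RIP-seq measured the polyadenylated RNA that came down with GFP-tagged AGO2 from hippocampal tissue of mice injected with AAV5-GFP-AGO2, with sham-injected mice as background. There were 4 groups of 2 libraries each: GFP-AGO2 with a sponge for miR-292 (miR292sp, the control), with a sponge for miR-124 (miR124sp), with a sponge for miR-125 (miR125sp), and sham. Each library pooled the lysate of 2 hippocampi, and reads were 50 bases long. The values come from the authors' deposited counts per annotated 3′UTR. The authors mapped the reads to the mouse genome and counted them in 3′UTRs, and the program that counted them is not given in the sources used here. The counts summed to 5072501 and 4988911 in the miR292sp libraries, 3662634 and 2944113 with miR124sp, 3354678 and 3548420 with miR125sp, and 2931054 and 2417942 in the sham libraries. Together they held 28920253 counts, and the paper's stated depth is 153 545 538 reads for the 8 libraries. The values given with the RIP-seq use the counts. From the counts, the relative enrichment in AGO2 binding was derived as the paper describes, with each library scaled to the mean of 101 genes around Gapdh and divided by the sham mean. The filter was at least 10 counts in every library, as in the paper. It left 8203 3′UTRs of 7678 genes, where Table S1 of the paper lists 8971, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was run over them.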

For the bioinformatics analysis, we focused on reads present in the 3′UTRs to avoid bias due to potential RNA degradation occurring during the RIP procedure (Fig. 2A). We found abundant reads in the 3′UTRs in RIP-seq samples, but not in sham control samples, of many well-characterised miRNA target genes, such as α-synuclein (Snca) and integrin β1 (Itgb1;Fig. 2B, left and middle panel). On the other hand, genes without any conserved sites for miRNAs within vertebrates, such as GAPDH (TargetScanMouse 6.2,^16^), displayed negligible reads in RIP-seq samples, similar to the sham controls (Fig. 2B, right panel), thereby confirming a high specificity and low background of our optimised RIP technique. 

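The 3′UTR of Itgb1, the β1 chain of integrin receptors that bind the extracellular matrix, lies on chromosome 8 of NCBIM37 (mm9) from 131255986 to 131257100. It held 1868 and 2142 counts in the miR292sp libraries and 90 and 62 in the sham libraries. Its relative enrichment in AGO2 binding was 36.9 and 40.3 in the 2 miR292sp libraries, a log2 fold change of 5.26 (standard error 0.25, n = 2 libraries per group, adjusted p = 3.90e-11 from edgeR). This 3′UTR holds 2 matches to the miR-124 seed, at bases 233 to 239 and 1040 to 1046. The complexin gene Cplx1, which acts in synaptic vesicle release, was enriched 7.28- and 7.64-fold (log2 fold change 2.90, standard error 0.18, adjusted p = 4.44e-10). The paper later takes 4-fold enrichment as its limit for a miRNA target.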

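The annotated 3′UTR of Gapdh, a glycolytic enzyme, spans 125111872 to 125112052 of chromosome 6 (mm9) and contains no seed match for the 5 miRNAs examined. It held 109 and 133 counts in the miR292sp libraries and 142 and 210 in the sham libraries. The normalised counts were 150 ± 15.6 (SD, n = 2 libraries) with miR292sp and 156 ± 66.8 (SD, n = 2) in sham, a log2 fold change of −0.05 with a standard error of 0.41 (adjusted p = 0.924, edgeR). Because the scaling is set on genes around Gapdh, this value lies near 0 by construction. Slc1a2, the glutamate transporter of astrocytes, was lower in the AGO2 precipitate than in sham (log2 fold change −0.60, standard error 0.06, adjusted p = 1.68e-07). This call was lost in 1 alternative analysis. The 3′UTR of Slc1a2 took up 5.99% and 5.97% of all counts in the sham libraries and 1.41% and 1.49% in the miR292sp libraries. The 101 reference genes held 2.01% and 1.92% of the counts in sham and 0.700% and 0.75% with miR292sp.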

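Counts of 3′UTRs correlated between the 2 libraries of a group. Across the 8203 3′UTRs, the log2 counts of the replicate libraries correlated at r = 0.972 for miR292sp, 0.952 for miR125sp, 0.940 for miR124sp and 0.913 for sham. These are correlations across genes, which are not independent replicates. Between a miR292sp and a sham library the same correlation was 0.794 to 0.804. Frat2, an activator of Wnt signalling, had an enrichment of 54.9 in one miR292sp library and 52.0 in the other. Nr4a1, an activity-induced nuclear receptor, had 8.58 and 11.0. For Sox9, a transcription factor of glial progenitors and astrocytes, the libraries lay further apart, at 4.19 and 1.10. Of the 3′UTRs, 1915 exceeded 4-fold enrichment in both miR292sp libraries and 649 in 1 of the 2. Counts of replicate libraries scattered more than counting noise alone, with a chi-square per degree of freedom of 10.2 to 14.7, so that the errors given here come from the replicates.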

We confirmed the robustness of our approach in an independent biological replicate experiment.

To assess which genes were most enriched in the RISC, we next calculated the relative enrichment of AGO2 binding by dividing the number of reads in RIP-seq samples by that of sham control samples in all known 3′UTRs of the mouse genome. 

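The relative enrichment of 3′UTRs in the AGO2 precipitate ranged from 0.16 to 53.4. The highest relative enrichment in AGO2 binding was that of Frat2 at 53.4, followed by Ddit4, a stress-induced inhibitor of mTOR signalling, at 51.1. Ttr, the thyroxine carrier made by the choroid plexus, was among those below 1, at 0.302 (log2 fold change −1.73, standard error 0.43, adjusted p = 0.00209, edgeR). Its counts were 100 and 72 with miR292sp and 718 and 167 in sham, and without the higher sham library the log2 fold change was −0.16 (adjusted p = 0.736). The median 3′UTR had an enrichment of 2.39, the 25th percentile was 1.42 and the 75th percentile 4.21. An enrichment below 1 was seen for 941 of the 3′UTRs, 1 to 2 for 2456, 2 to 4 for 2576, 4 to 8 for 1571 and above 8 for 659. At an adjusted p below 0.05, 4872 3′UTRs were higher with miR292sp than in sham and 48 were lower. With TMM in place of the 101 genes, 1768 were higher and 1563 lower, since the median log2 fold change of all 3′UTRs moved from 1.31 to −0.06.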

The AGO2-mRNA binding displayed a progressively increased enrichment, which is likely to reflect differences in miRNA-mRNA base pairing as well as the presence of several miRNA target sites on mRNAs (Fig. 2C). In order to delineate mRNAs that are targets of miRNAs, we used a cut-off at 4-fold enrichment in RIP samples over control samples, leading to the identification of 2177 genes that are bound to AGO2 in hippocampal neurons. These genes are thus likely to be miRNA targets in this cell population (Fig. 2C, grey box). 

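Above 4-fold were 2230 3′UTRs of 2200 genes. They included components of the miRNA pathway itself. Of 14 measured genes of this pathway, 13 were higher with miR292sp than in sham (13 when adjusted over the list alone), none was lower and 1 did not pass the test. Ago1, which encodes another Argonaute protein, had an enrichment of 12.9, Tnrc6b, a GW182 protein that binds Argonaute, 9.79, and Dicer1, the RNase that cuts miRNA precursors, 6.41. The list stood above the other genes by a mean log2 difference of 0.86 (adjusted p = 0.00257 by camera with a preset correlation, adjusted p = 0.261 with an estimated correlation). Of 27 immediate early genes, which neuronal activity induces, 25 were higher and none was lower (25 higher when adjusted over the list alone). Fos, a subunit of the AP-1 transcription factor, was enriched 17.2-fold and Arc, which acts at synapses, 6.26-fold. This list differed from the other genes with an adjusted p of 0.000465 (adjusted p = 0.274 with an estimated correlation). The number above 4-fold rested on the scaling, and was 403 with TMM. It was 3293 without the sham library IP7.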

To reveal biological processes regulated by miRNAs in hippocampal neurons, we performed gene ontology analysis of the 2177 target genes. 

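Genes of axon guidance, insulin signalling and Jak-STAT signalling, in lists fixed before the data were examined, lay above other genes in AGO2 enrichment. Of 66 axon guidance genes, 49 were higher with miR292sp than in sham at an adjusted p below 0.05 (49 when adjusted over the list alone), none was lower and 17 did not pass the test. Among them, Sema7a, a membrane-anchored semaphorin, had a log2 fold change of 5.27 (standard error 0.31), the ephrin gene Efna3 4.37 (0.25) and the Eph receptor gene Epha7 3.46 (0.17). With TMM, 30 of these genes were higher and 10 lower. The list's mean log2 fold change was 0.56 above that of other genes (adjusted p = 0.000465 by camera, adjusted p = 0.261 with an estimated correlation). Of 74 insulin signalling genes, 59 were higher (61 when adjusted over the list alone) and none was lower (adjusted p = 0.00169, and 0.318 with an estimated correlation), with the kinase gene Mknk2 at 4.22. Of 47 Jak-STAT genes, 37 were higher (37 over the list alone, adjusted p = 0.0143, and 0.390 with an estimated correlation), including Socs2 at 3.81 and Mcl1 at 3.87. Among 224 transcription regulators, 159 were higher and none lower (161 higher when adjusted over the list alone), with Foxo3 at 4.78 and Nfix at 3.79, but the list did not differ from other genes (adjusted p = 0.0807). Small GTPases and their regulators had 101 of 144 genes higher and 1 lower (102 and 1 over the list alone, adjusted p = 0.105), and ion channels and transmitter receptors 76 of 112 higher (76 over the list alone, adjusted p = 0.322). The genes coding for oxidative phosphorylation lay below other genes, with 19 of 67 higher (15 over the list alone, adjusted p = 0.000465, and 0.536 with an estimated correlation). So did zinc finger protein genes, 80 of 192 higher and 2 lower (80 and 2 over the list alone, adjusted p = 0.0124, and 0.274 with an estimated correlation), and ribosomal protein genes, 21 of 46 higher (21 over the list alone, adjusted p = 0.0473, and 0.666 with an estimated correlation).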

We found that miRNAs regulate multiple large gene networks involved in essential cellular functions such as cell signalling, transcription and axon guidance (Fig. 2D).

To confirm the specificity of our approach, we first investigated whether relative enrichment in AGO2 binding correlates to the presence of miRNA binding sites in the 3′UTR. To this end, we plotted genes according to increasing AGO2 binding vs. the cumulative presence of predicted, conserved miRNA target sites (TargetScan^16^) for five different miRNAs. 

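Transcripts with seed matches for let-7, miR-124 and miR-125 in the 3′UTR were more enriched in the AGO2 precipitate than transcripts of similar length without them. Seed matches were taken as the heptamers opposite bases 2 to 8 of the miRNA, in the longest 3′UTR of each gene in GENCODE M1 on mm9, without regard to conservation. Of 7630 genes with an annotated 3′UTR, 959 held a let-7 match (CTACCTC), and their log2 enrichment was 0.43 above that of genes without one within 10 bins of length. The 1337 genes with a miR-124 match (GTGCCTT) had a median log2 enrichment of 1.70 against 1.23 without one, a difference of 0.38 within length bins. For the 1330 genes with a miR-125 match (CTCAGGG) the difference was 0.27. Each had an adjusted p of 0.000429 in a two-sided test that permuted genes within length bins, the smallest p the 10000 permutations allow after adjustment over 30 tests. None of 50 random heptamers gave a difference as high as that of let-7 or miR-124, and 5 of 50 gave one as high as that of miR-125.

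**Figure D1:**
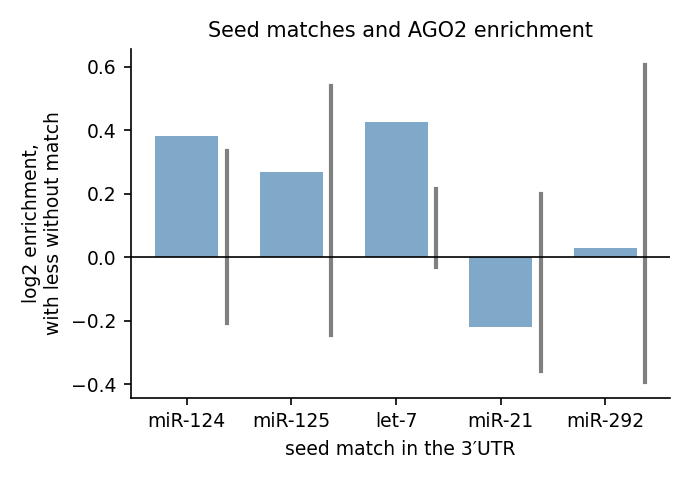
Difference in log2 relative enrichment in AGO2 binding between genes with and without a seed match, within bins of 3′UTR length, for 5 miRNAs (bars), with the lowest and highest of 50 random heptamers of each miRNA (grey lines). The bars of let-7 and miR-124, at 0.43 and 0.38, lie above the range of their random heptamers.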

Predicted target genes of three miRNAs (miR-124, miR-125 and let-7) known to be expressed in hippocampal neurons, were found to be highly enriched in the fraction of AGO2-bound mRNAs (Supplementary Fig. S1A, three left-most graphs). In these cumulative graphs, most genes are present at the right-most end of the graph representing high relative enrichment in AGO2 binding, thus being subjected to miRNA-mediated targeting. On the other hand, cumulative graphs for mRNAs with target sites for the glia-enriched miR-21 and the non-neural-expressed miR-292, did not display any obvious enrichment for AGO2-binding (Supplementary Fig. S1A, two right-most graphs). 

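The 697 genes with a seed match for miR-21 (ATAAGCT) lay below genes of similar length without one in AGO2 enrichment, by a log2 difference of −0.22 (adjusted p = 0.000429, permutation test). With matches of 8 bases the difference was −0.21 (204 genes, adjusted p = 0.0756). Of 50 random heptamers, 2 gave a difference as low. The 848 genes with a match for miR-292 (GGCACTT) differed by 0.03 from the others (permutation test, p = 0.656, adjusted p = 0.679). Mobp, a myelin gene, has 1 miR-292 match and Nr4a1 1 miR-21 match. The miR-292 sponge was present in the AGO2 libraries behind these values.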

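Glial and neuronal transcripts stood apart in the AGO2 precipitate. Of 25 neuron markers, 20 were higher with miR292sp than in sham (20 when adjusted over the list alone), none was lower and 5 did not pass the test. Snap25, a SNARE protein of synaptic vesicle fusion, had a log2 fold change of 1.95 (standard error 0.13, adjusted p = 1.27e-09, edgeR), and Camk2a, the kinase of excitatory synapses, 1.88 (standard error 0.11, adjusted p = 3.26e-10). The mean of the list was 0.16 above that of other genes (adjusted p = 0.0143, and 0.408 with an estimated correlation). Of 14 astrocyte markers, 4 were higher and 3 lower (3 and 3 when adjusted over the list alone), and the list lay 0.97 below other genes (adjusted p = 0.00373, and 0.274 with an estimated correlation). The water channel gene Aqp4 had a log2 fold change of −0.49 (standard error 0.15, adjusted p = 0.00975), and Aldoc, a glycolytic enzyme of astrocytes, one of 1.95 (adjusted p = 0.00443). The call of Aqp4 was lost in 2 alternative analyses and that of Aldoc in 4. Of 16 genes of oligodendrocytes and myelin, 2 were higher, none was lower and 14 did not pass the test (2 higher when adjusted over the list alone, adjusted p = 0.00927, and 0.523 with an estimated correlation). The 2 were Mbp, myelin basic protein, at 4.07 (standard error 0.21) and Cnp, a phosphodiesterase of myelin, at 1.06 (adjusted p = 0.00350). With TMM, 11 neuron markers were higher and 8 lower, no astrocyte marker was higher and 6 were lower, and of the genes of oligodendrocytes and myelin 1 was higher and 12 were lower.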

We also confirmed that genes expressed in glial cells^17^ were not enriched in AGO2-bound transcripts while neuron-expressed transcripts were (Supplementary Fig. S1B-C). Taken together, this analysis validates our RIP-seq approach by linking enrichment in AGO2 binding to the presence of conserved, predicted target sites for miRNAs expressed in neurons and confirms that AGO2-bound transcript are genes expressed in neurons but not glia.

### RIP analysis reveals mode-of-action of sponge vectors

A key aspect of miRNA biology that remains poorly understood is how individual miRNA families contribute to mRNA silencing. miR-124 is an evolutionarily conserved miRNA that is highly expressed in the brain^18^. The expression of miR-124 is initiated in neural progenitors and reaches high levels in mature neurons^13^,^19^. Moreover, several studies have demonstrated a role for miR-124 in promoting neuronal differentiation^13^,^19^,^20^,^21^. miR-124 is highly expressed in hippocampal neurons (Fig. 3A,B) and several studies link miR-124 to hippocampal functions, however, the underlying molecular mechanisms remain largely unresolved^5^,^13^.

To analyse the contribution of miR-124 to miRNA regulation in hippocampal neurons, we generated AAV5 vectors that express a miR-sponge for miR-124 in combination with a GFP-AGO2 fusion protein (AAV5-GFP-AGO2.miR124sp, Fig. 3C). miR-sponges are imperfectly complementary transgenic transcripts with multiple bulged miRNA-binding sites that result in efficient inhibition of miRNAs *in vivo*^13^,^22^,^23^,^24^,^25^,^26^. In this experiment, the GFP-AGO2 fusion protein was expressed together with the sponge sequence as one single transcript under the control of the synapsin promoter to allow for neuron-specific RIP from the RISC only in cells where miR124sp is expressed (Supplementary Fig. S2). As a negative control, we also performed RIP on brains injected with a sponge vector for miR-292, which is a miRNA absent from the brain.

To investigate whether the miR-124 sponge transcript was incorporated into the RISC, we performed qRT-PCR analysis on RIP samples using a primer set recognising the vector-derived sponge transcript. Using qRT-PCR analysis we found that the transgenic GFP-AGO2.miR124sp transcript was efficiently incorporated into the RISC in contrast to that of the GFP-AGO2.miR292sp control (Fig. 3D). We also found that mature miR-124 levels in the RISC were only slightly decreased by the expression of AAV5-GFP-AGO2.miR124sp (Fig. 3E). A similar alteration of miR-124 level was detected in the INPUT fractions, which corresponds to all mature miR-124 in the hippocampus (Fig. 3F). Taken together, these data suggest a model for sponge-function in which miR-sponge vectors do not act by preventing the targeted mature miRNA to be loaded into the RISC, but rather occupies the RISC at the site that would otherwise be destined for the mRNA of miR-124 target genes, resulting in their release and de-repression (Fig. 3G).

### Inhibition of miR-124 alters the miRNA-targetome

In order to investigate the composition of RISC-bound mRNAs after inhibiting miR-124, we performed RIP-seq experiments on hippocampal neurons expressing AAV5.GFP.miR124sp, (without exogenous AGO2 expression used for RIP, Fig. 4A). 

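The RIP libraries compared here carried GFP-AGO2 together with miR124sp, by the methods and by the sample labels, and libraries with GFP-AGO2 and miR292sp were the control. A 101-gene scaling and TMM give different pictures of this comparison, because the 101 reference genes held 1.45% and 1.43% of the counts with miR124sp, a share between those of miR292sp and sham. Scaled on the 101 genes, the median log2 fold change of all 3′UTRs between miR124sp and miR292sp was −0.999, and with TMM 0.01. TMM was the main scaling between sponges, as chosen before the data were examined. The glutamate transporter gene Slc1a2 of astrocytes took up 4.15% and 4.13% of the counts with miR124sp. Its log2 fold change from miR292sp was 1.53 (standard error 0.10, n = 2 libraries per group, adjusted p = 6.44e-08 from edgeR).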

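Some transcripts of immediate early genes were lower in the AGO2 precipitate with miR124sp, and some of astrocytes and myelin higher. Of 27 immediate early genes, 7 were lower than with miR292sp, none was higher and 20 did not pass the test (14 lower when adjusted over the list alone). Fos had a log2 fold change of −2.46 (standard error 0.51, adjusted p = 0.00868, edgeR), Ier2, another early response gene, −1.68 (standard error 0.38, adjusted p = 0.0141) and Arc −1.54 (standard error 0.22, adjusted p = 0.000695). The mean of the list was 0.84 below that of other genes (camera, adjusted p = 4.29e-08, and adjusted p = 0.103 with an estimated correlation). Of 14 astrocyte markers, 5 were higher (5 when adjusted over the list alone, adjusted p = 4.29e-08, and 0.0935 with an estimated correlation), among them Aqp4 at 1.73 (standard error 0.17) and the glutamate transporter gene Slc1a3 at 1.41 (0.18, and 0.40 with the 101-gene scaling, adjusted p = 0.0522). Of 16 genes of oligodendrocytes and myelin, 6 were higher and 1 lower (9 and 1 when adjusted over the list alone, adjusted p = 6.19e-05, and 0.322 with an estimated correlation). Ermn, a cytoskeletal protein of myelinating cells, had 1.41 (0.35, and 0.43 with the 101-gene scaling, adjusted p = 0.350), and the 1 that fell was Mbp at −0.85 (0.20). Among 25 neuron markers, 5 were higher and 1 lower (5 and 2 when adjusted over the list alone, adjusted p = 0.650).

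In all, 284 3′UTRs were lower and 418 higher with miR124sp than with miR292sp at an adjusted p below 0.05. With the 101-gene scaling, 4105 were lower and 17 higher. Leaving out 1 library gave fewer, 60 without IP5 and 92 without IP6 of miR292sp, and 312 without IP3 and 279 without IP4 of miR124sp. DESeq2 gave 1163.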

In line with the fact that miR-124 is highly expressed in hippocampal neurons, we found that miR-124 inhibition led to major changes in the mRNA-composition of the RISC. When miR124sp was expressed in hippocampal neurons, the mRNAs from 494 out of the 2177 genes, previously identified as miRNA-targets, were lost from the RISC.

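Of the 2230 3′UTRs above 4-fold in the control, 475 (21.3%) no longer ranked among the first 2230 with miR124sp. Nr4a1 was among them, falling from rank 7758 of 8203 to rank 5634, where 8203 is the highest enrichment. Arc fell from rank 7089 to 2752 and Fos from 8091 to 5303. Most strongly enriched genes kept their place while their enrichment fell. Itgb1 went from rank 8195 to 8201 with an enrichment of 14.2 and 11.2 in the 2 miR124sp libraries, and Frat2 from 8203 to 8182. Scaled on the 101 genes, 230 3′UTRs were above 4-fold with miR124sp, and 2000 of the 2230 lay at or below it. By the per-gene test, 282 of the 2230 were lower with miR124sp.

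Ranks also moved between replicates. When 1 miR292sp library was ranked against the other, 315 were lost, between the 2 miR124sp libraries 746, and between single miR292sp and miR124sp libraries 541 to 657. Simulated groups with no change from miR292sp lost 287 on average (261 to 315 in 100 simulations). Between the 2 libraries of such a group 454 were lost on average (423 to 483), and 842 (802 to 879) when the libraries were simulated as mixtures of miR292sp and sham RNA.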

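The 300 3′UTRs with the largest fall in rank were derived again from the counts, and 240 of their genes are among the 288 gene names of the study's own list, Table S2. The list holds Fos, Arc and Ier2 and, outside the immediate early genes, Foxk1, a forkhead transcription factor, at a log2 fold change of −1.08 (standard error 0.21, adjusted p = 0.00675, edgeR) and Plod3, which modifies collagen, at −1.31 (0.37, adjusted p = 0.0378). Other transcripts fell in the same test and kept a high rank: Dlk1, a Delta-like membrane protein, at −1.48 (0.39, adjusted p = 0.0282), Efna3 at −1.09 (0.23, adjusted p = 0.00916), Ccnd2 at −0.98 (0.19, adjusted p = 0.00595) and Kcnip2, a subunit of potassium channels, at −0.91 (0.16, adjusted p = 0.00259). The calls of Plod3 and Dlk1 were lost in 5 and 4 alternative analyses. A seed match for miR-124 was present in 63 of 287 Table S2 genes with an annotated 3′UTR, or 22.0% (95% Wilson interval 17.6 to 27.1%). Of the 1931 other genes above 4-fold, 484 had one, or 25.1% (Fisher's exact test, two-sided, adjusted p = 0.274 over 6 tests). The interval covers counting error only.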

We selected the 300 miRNA target genes displaying the greatest decrease in relative enrichment of AGO2 binding following miR-124 inhibition (Fig. 4B; red bars) and investigated whether loss of AGO2 binding correlated with changes in gene expression levels. We found that reduced enrichment in AGO2 binding following miR-124 inhibition resulted in increased mRNA expression level as monitored by mRNA-seq (Fig. 4C, ****p < 0.0001 Kolmogorov-Smirnov Z test). 

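The mRNA-seq measured polyadenylated RNA from hippocampal tissue of single mice injected with a GFP vector with or without a sponge. It comprised 2 experiments of 3 mice against 3: GFP.miR124sp against GFP, and GFP.miR125sp against other GFP mice. The authors deposited read counts per RefSeq transcript from 50-base reads, made with STAR according to the sample labels. The counts were summed per gene. In the miR-124 experiment the GFP mice had 27833176, 20012219 and 17886687 counts and the miR124sp mice 16957240, 14582631 and 13064658. In the miR-125 experiment the GFP mice had 7190513, 6950522 and 25831488 and the miR125sp mice 21159193, 13714673 and 19234185. The 12 libraries summed to 204417185 counts, and the paper's stated depth is 456 123 958 reads. The values given with the mRNA-seq use the counts. Genes were filtered with filterByExpr and scaled by TMM, and edgeR's quasi-likelihood test was run on 13111 genes of the miR-124 experiment. Genes with several transcripts had a median count of 32 over the 12 mice and genes with 1 transcript 560, and how reads shared between transcripts were counted is not given in the sources used here.

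Genes of Table S2, which the study chose on RIP libraries from other animals, were slightly higher with miR124sp. Of the 262 measured, 45 were higher, 19 were lower and 198 did not pass the test. Among those higher were Nr4a1 at a log2 fold change of 0.95 (standard error 0.12, n = 3 mice per group, adjusted p = 0.00376) and Dusp1, a phosphatase of MAP kinases, at 0.62 (0.11, adjusted p = 0.00629). Igfbp3, a carrier of insulin-like growth factors, was lower at −0.89 (0.19, adjusted p = 0.0124). The mean log2 fold change of the list was 0.085 and that of the 12849 other genes −0.022. The cumulative distributions differed with p = 7.01e-06 in a two-sample Kolmogorov-Smirnov test (n = 262 and n = 12849 genes, which are not independent replicates). From a test of this kind the paper concludes that reduced AGO2 binding after miR-124 inhibition results in higher mRNA levels. By camera, p was 0.0230 with the preset correlation and 0.0531 with an estimated one. Against the other genes above 4-fold in the AGO2 precipitate, the list differed by −0.008 (camera with the preset correlation, p = 0.580). Against the GFP mice of the miR-125 experiment it differed from other genes by −0.05 (camera with the preset correlation, p = 0.0844).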

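Eif2ak3, the PERK kinase of the unfolded protein response, is another Table S2 gene that rose with miR124sp, at a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.00927, edgeR). Averaged over the 262 measured genes of the list, the fold change in mRNA level was 1.09 ± 0.0157 (SEM over genes), and over the other genes 1.03 ± 0.00290. A score per mouse, the mean log2 level of the list less that of other genes, was 0.803, 0.832 and 0.864 in the GFP mice and 0.943, 0.971 and 0.924 in the miR124sp mice. The difference of the group means was 0.113, larger than the SDs of 0.0308 and 0.0232 (n = 3 mice each). An exact two-sided permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. With the 6 GFP mice of both experiments as controls, the mean log2 fold change of the list was 0.04 above that of other genes (camera with the preset correlation, p = 0.547), a comparison added after the data were seen.

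**Figure D2:**
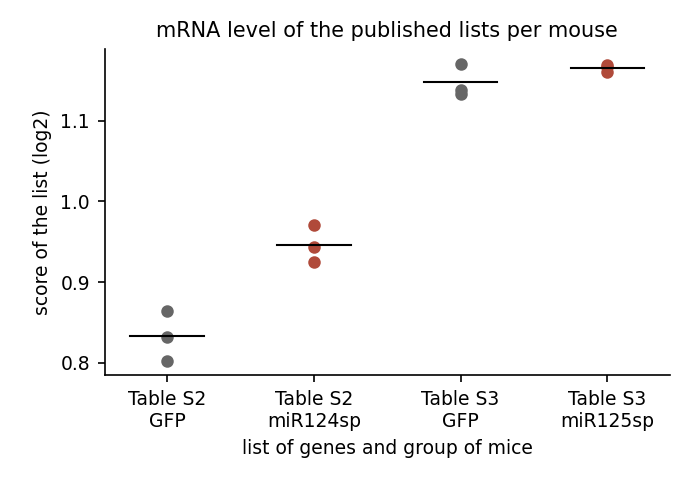
Score per mouse (log2) of the genes of Table S2 in the miR-124 experiment and of Table S3 in the miR-125 experiment, as the mean log2 level of the list less that of the other genes measured. Points are single mice and lines are means of 3 mice. The Table S2 scores of the miR124sp mice (0.924 to 0.971) lie above those of their GFP mice (0.803 to 0.864).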

In accordance with several previous studies^27^,^28^,^29^, the magnitude of increased expression of the 300 miR-124 target genes following sponge expression was modest but highly significant (fold change 1.06+/− 0.015 SEM, Fig. 4D). To further characterise how direct miR-124 targets are affected by miR-124 inhibition, we selected genes with reduced enrichment in AGO2 binding that also have conserved, predicted miR-124 target sites (TargetScan). This provided us with 28 genes of which some have been previously experimentally validated as miR-124 targets, including nuclear receptor subfamily 4, group A, member 1 (Nr4a1), which displayed both reduced AGO2 binding and increased mRNA levels after miR-124 inhibition (Fig. 4E). Together, these 28 genes showed a slightly higher degree of increased mRNA levels after miR-124 inhibition when compared to the top 300 genes showing the most decrease in relative enrichment of AGO2 binding, although this difference did not reach significance (Fig. 4D; fold change 1.1+/− 0.05 SEM, p = 0.0573). 

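Nr4a1 encodes a nuclear receptor that neuronal activity induces as an immediate early gene. Its 3′UTR on chromosome 15 of mm9, from 101104681 to 101105223, holds 1 seed match for miR-124 at bases 52 to 58 of 540 (reference sequence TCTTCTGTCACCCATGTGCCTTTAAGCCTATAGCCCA). Its relative enrichment in AGO2 binding was 9.78 with miR292sp, 1.61 with miR124sp and 2.59 with miR125sp, scaled on the 101 genes. Scaled by TMM, the log2 fold change from miR292sp to miR124sp was −1.60 (standard error 0.23, n = 2 libraries per group, adjusted p = 0.000659 from edgeR). The normalised mRNA level of Nr4a1 was 739 ± 117 (SD, n = 3 mice) in the GFP mice and 1419 ± 173 (SD, n = 3) in the miR124sp mice of the miR-124 experiment. In the miR-125 experiment it was 1651 ± 409 in the GFP mice and 1617 ± 315 with miR125sp. Against the GFP mice of the miR-125 experiment, the log2 fold change with miR124sp was −0.20 (adjusted p = 0.523). The set of 28 genes was chosen with TargetScan, which was not used here.

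**Figure D3:**
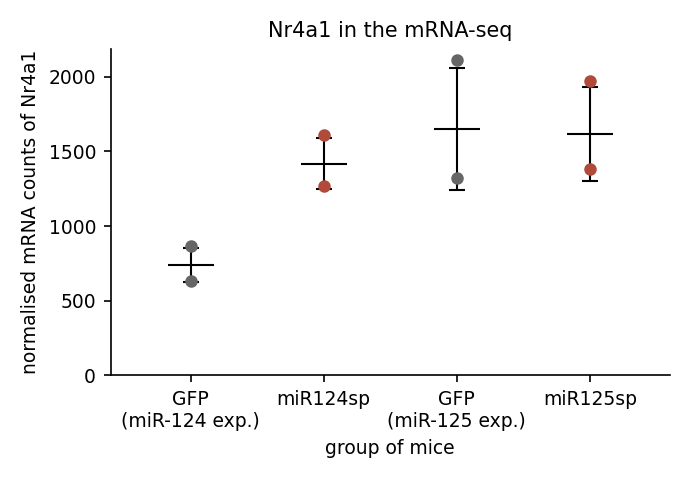
Normalised mRNA counts of Nr4a1 in the 4 groups of the mRNA-seq, as the mean and SD of 3 mice (line and bar) with the lowest and highest mouse (points). The GFP mice of the miR-124 experiment have the lowest mean, 739, and the means of the other 3 groups are 1419, 1651 and 1617.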

In summary, these data show that decreased AGO2 binding following inhibition of miR-124 is associated with a modest but significant increase in mRNA levels.

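Some immediate early genes besides Nr4a1 were higher in the mRNA with miR124sp. Of 41 measured, 16 were higher, none was lower and 25 did not pass the test (17 higher when adjusted over the list alone). Egr1, an activity-induced transcription factor, had a log2 fold change of 0.95 (standard error 0.13, n = 3 mice per group, adjusted p = 0.00406 from edgeR). The list differed from other genes (camera, adjusted p = 5.97e-06, and adjusted p = 0.310 with an estimated correlation). The 16 genes had a median log2 fold change of 0.57 against their own GFP mice and of −0.13 against the GFP mice of the miR-125 experiment. Of 19 genes of oligodendrocytes and myelin, 14 rose and none fell (16 when adjusted over the list alone, adjusted p = 4.55e-12, and 0.310 with an estimated correlation), among them Cnp at 0.86 (0.12, adjusted p = 0.00410) and Cldn11, the claudin of myelin, at 0.79 (0.10, adjusted p = 0.00376). Ribosomal protein genes fell in 69 of 76 cases and none rose (73 fell when adjusted over the list alone, adjusted p = 6.47e-46, and 0.310 with an estimated correlation). Of 79 genes of oxidative phosphorylation, 52 fell and none rose (54 and 2 when adjusted over the list alone, adjusted p = 1.43e-22, and 0.310 with an estimated correlation). Short transcripts fell in general, with a median log2 fold change of −0.34 in the 10% with the shortest transcripts (Spearman rho 0.384 between length and log2 fold change over all genes). Of the same 2 lists, 74 of 76 and 62 of 79 were higher in the GFP mice of the miR-124 experiment than in those of the miR-125 experiment.

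In all, 1637 genes were higher and 1409 lower with miR124sp at an adjusted p below 0.05. In 2980 of the 3046, the counts of the groups did not overlap, as chance gives for 10% of genes with 3 mice against 3. Other splits of the 6 mice into 3 and 3 gave at most 15 genes. With the GFP mice of the miR-125 experiment as controls there were 763, with all 6 GFP mice 247, and with a term for the libraries that combine sequencing runs 1439. The number was 980 without GFP replicate 15, 1351 without miR124sp replicate 14 and 1031 without miR124sp replicate 2.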

We then set out to identify the function of the genetic network controlled by miR-124 in hippocampal neurons. We performed gene ontology and network analysis on the top 300 genes displaying the greatest decrease in AGO2 binding following inhibition of miR-124. Genes with reduced AGO2 binding after inhibition of miR-124 were enriched for functions related to transcription, nerve development and metabolic processes (Fig. 4F).

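By fixed lists, genes with lower AGO2 binding after miR124sp included transcription regulators. Of 224 measured in the AGO2 precipitate, 13 fell and 5 rose (12 and 5 when adjusted over the list alone), and the mean of the list was 0.22 below that of other genes (camera, adjusted p = 0.0181, and adjusted p = 0.290 with an estimated correlation). Examples are Klf13 at a log2 fold change of −0.79 (standard error 0.17, adjusted p = 0.0104, edgeR) and Foxo3 at −0.91 (0.22, adjusted p = 0.0176). Of 14 genes of the miRNA pathway, 3 fell and none rose (6 when adjusted over the list alone, adjusted p = 0.0150, and 0.290 with an estimated correlation), including Ago1 at −0.77 and Tnrc6b at −0.77. Of 47 genes of Jak-STAT signalling, 3 fell and none rose (3 over the list alone, adjusted p = 0.0200, and 0.365 with an estimated correlation), among them the cytokine signalling inhibitor gene Socs5 at −1.09 (0.23). Axon guidance genes did not differ from other genes as a list (adjusted p = 0.327), with 5 of 66 higher and 6 lower (7 and 10 over the list alone). Sema7a was at −0.85 (0.26, adjusted p = 0.0485), a call lost in 5 alternative analyses. Sema5a, a transmembrane semaphorin, was at 1.17 (0.15, adjusted p = 0.000313, and 0.16 with the 101-gene scaling, adjusted p = 0.326). Genes of oxidative phosphorylation lay above other genes, with 3 of 67 higher (3 over the list alone, adjusted p = 0.00374, and 0.620 with an estimated correlation), and endothelial and mural cell markers likewise, with 1 of 3 higher (2 over the list alone, adjusted p = 0.0482, and 0.290 with an estimated correlation). The other metabolic lists did not differ from other genes: insulin signalling (2 of 74 higher and 5 lower, with the same numbers over the list alone, adjusted p = 0.153), lysine degradation (1 of 22 higher and 2 lower, also over the list alone, adjusted p = 0.451) and cholesterol synthesis and uptake (1 of 18 lower, also over the list alone, adjusted p = 0.446).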

### Inhibition of miR-125 reveals distinct targets but similar dynamics of miRNA regulation compared to miR-124

In order to confirm that our results can be applied to miRNAs with broader expression profiles, we also investigated how inhibition of miR-125 affects AGO2 binding in hippocampal neurons. miR-125 is a brain-enriched miRNA family, unrelated to miR-124, that is also highly expressed and active in hippocampal neurons but also present in other cells of the brain such as glia^30^. Several studies have demonstrated a role for miR-125 in the regulation of neuronal differentiation and synaptic function^30^,^31^,^32^,^33^.

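Fos, Nr4a1 and Arc were lower in the AGO2 precipitate with miR125sp, against the same miR292sp libraries that served for miR124sp. Slc1a2 took up 3.27% and 3.52% of the counts in the miR125sp libraries and the 101 reference genes 1.21% and 1.29%. Fos had a log2 fold change of −2.18 (standard error 0.50, n = 2 libraries per group, adjusted p = 0.0360 from edgeR), Nr4a1 −1.14 (0.22, adjusted p = 0.0162) and Arc −0.96 (0.22, adjusted p = 0.0353). These calls were lost in 5 alternative analyses for Fos and in 4 each for Nr4a1 and Arc. Of 27 immediate early genes, 4 fell and none rose (8 fell and 1 rose when adjusted over the list alone, camera, adjusted p = 4.76e-06, and adjusted p = 0.165 with an estimated correlation). Of 14 astrocyte markers, 4 rose and none fell (7 rose when adjusted over the list alone, adjusted p = 1.98e-08, and 0.0832 with an estimated correlation), with Aqp4 at 1.39 (0.17, adjusted p = 0.000344). Of 16 genes of oligodendrocytes and myelin, 2 rose (10 rose and 1 fell over the list alone, adjusted p = 2.68e-07, and 0.283 with an estimated correlation).

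In all, 97 3′UTRs were higher and 19 lower with miR125sp than with miR292sp. With the 101-gene scaling 18 were higher and 3132 lower, the median log2 fold change moving from 0.00 to −0.78. DESeq2 gave 375. Without 1 library there were 20 (IP1), 12 (IP2), 6 (IP5) or 10 (IP6).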

We inhibited miR-125 in hippocampal neurons by the same approach used for miR-124 and performed RIP-seq analysis (Fig. 5A). 

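Among the 2230 3′UTRs above 4-fold, the rank of 383 (17.2%) was below the first 2230 with miR125sp. Nr4a1 stood at rank 6828 of 8203, Arc at 5560 and Fos at 6249. By the per-gene test 18 of the 2230 fell, among them Pik3cb, a catalytic subunit of PI3 kinase, at a log2 fold change of −1.07 (standard error 0.26, adjusted p = 0.0447, edgeR), Homer1, a scaffold of postsynaptic glutamate receptors, at −0.94 (0.20, adjusted p = 0.0262), Neurod6 at −0.88 (0.20, adjusted p = 0.0382) and Wwc1, also known as KIBRA, at −1.01 (0.19, adjusted p = 0.0157). The calls of Pik3cb, Homer1 and Neurod6 were lost in 5 alternative analyses each and that of Wwc1 in 4. Scaled on the 101 genes, 507 of all 3′UTRs were above 4-fold with miR125sp, and 1729 of the 2230 were at or below it. Simulated groups with no change from miR292sp lost 260 on average (233 to 282 in 100 simulations). Between single libraries of miR292sp and miR125sp, 428 to 506 were lost, and between the 2 miR125sp libraries 566, where 2 libraries simulated without change lost 393 on average (368 to 417) and 2 simulated as mixtures of miR292sp and sham RNA 599 (564 to 631). A seed match for miR-125 was present in 52 of 290 genes of the study's list, Table S3 (17.9%, 95% Wilson interval 13.9 to 22.8%), and in 22.5% of the other genes above 4-fold (Fisher's exact test, two-sided, adjusted p = 0.140 over 6 tests).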

Similar to when miR-124 was inhibited, the inhibition of miR-125 also led to major changes in the mRNA composition of the RISC where mRNAs from 384 out of the 2177 AGO2-bound genes were lost from the RISC (Fig. 5B). 

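The genes of Table S3 changed little in the mRNA of the miR125sp mice against their own GFP mice. The study chose these genes on RIP libraries from other animals. Nsd1, a histone methyltransferase gene of that table, had a log2 fold change of −0.18 (standard error 0.05, adjusted p = 0.179, edgeR), Rock1, a kinase acting on the actin cytoskeleton, −0.25 (0.05, adjusted p = 0.116) and Nr4a1 −0.01 (0.16, adjusted p = 0.996). Of the 256 measured genes, 131 had a positive log2 fold change. The mean fold change was 1.02 ± 0.00840 (SEM over genes) and that of other genes 1.01. The mean log2 fold change of the list was 0.0235 above that of other genes (camera with the preset correlation, p = 0.554), and a two-sample Kolmogorov-Smirnov test over genes gave p = 0.00878. The score per mouse, the mean log2 level of the list less that of other genes, was 1.16 ± 0.00440 (SD, n = 3) with miR125sp and 1.15 ± 0.0199 (SD, n = 3) in GFP mice (exact two-sided permutation test, p = 0.400).

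Across all genes, 7 were higher and 22 lower with miR125sp at an adjusted p below 0.05 among 12771 tested. Acot7, an acyl-CoA thioesterase, had 1.23 (0.17, adjusted p = 0.0324) and Snap25 0.27 (0.04, adjusted p = 0.0413), both genes with several transcripts. Cxcl9, an interferon-induced chemokine, had −5.86 (0.66, adjusted p = 0.0190) and the complement gene C4b −0.82 (0.12, adjusted p = 0.0324). The groups did not overlap in any of these 29 genes, as chance gives for 10% of genes with 3 mice against 3. Another split of the 6 mice gave 23 genes. In simulated data for this comparison, with 200 changed genes, 27 unchanged genes passed, 12.98% of those that did. No gene passed without GFP replicate 14 (1405 at a raw p below 0.05), without GFP replicate 4 (1579), without miR125sp replicate 6 (1479) or without miR125sp replicate 9 (1124), 1 passed without miR125sp replicate 24 and 109 passed without GFP replicate 15. DESeq2 gave 141.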

We also found that reduction of AGO2 binding was correlated with significant but modestly increased mRNA levels when inhibiting miR-125 (Fig. 5C,D). However, the majority of the genes displaying reduced AGO2 binding upon miR-125 inhibition were different to when inhibiting miR-124 (Fig. 5E). In addition, GO analysis of genes with reduced AGO2 binding after inhibition of miR-124 and miR-125 respectively (Figs 4F), confirmed that these two miRNAs regulate separate sets of genes. 

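The same activity-induced genes, Nr4a1, Fos and Arc, are among the 300 most reduced genes with either sponge. Of the 300 derived here for each, 109 are shared, where 40.4 would be shared by independent lists. Because both lists rest on the same control libraries, unchanged sponge groups were simulated, with the miR292sp libraries drawn again as well. Lists from these simulations shared 107 on average (90 to 128). The 2 published lists share 104 names. Tested directly, 1 3′UTR differed between miR124sp and miR125sp at an adjusted p below 0.05. This was Ttr, the choroid plexus gene, with a log2 fold change of −3.32 (standard error 0.46, n = 2 libraries per group, adjusted p = 0.00956 from edgeR) and 146 and 70 counts with miR124sp against 1208 and 1046 with miR125sp. No 3′UTR passed without IP1 (329 at a raw p below 0.05), IP3 (523) or IP4 (522), nor with filterByExpr (609), while 13 passed without a filter (926) and 1 with DESeq2. Nr4a1 had a log2 fold change of −0.46 between the sponges (0.22, adjusted p = 0.921), Efna3 −0.85 (0.23, adjusted p = 0.728) and Frat2 −1.12 (0.26, adjusted p = 0.728, and 0.0343 without a filter). Recovery of simulated changes was not tested between the sponges. Immediate early genes as a list were lower with miR124sp than with miR125sp by a mean of 0.24 against other genes, with no single gene past the threshold (camera, adjusted p = 0.0308, and adjusted p = 0.842 with an estimated correlation).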

GO analysis demonstrated that miR-125 controls axon guidance pathways, which is in line with previous observations on miR-125 and synaptic plasticity^30^,^32^, and also functions related to catabolic processes and cell death.

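Axon guidance genes did not stand apart in the AGO2 precipitate after miR125sp. Of 66 measured, 2 rose, none fell and 64 did not pass the test (3 and none when adjusted over the list alone, camera, adjusted p = 0.285). Robo1, a receptor for the axon repellent Slit, had a log2 fold change of −0.97 (standard error 0.29, adjusted p = 0.104, edgeR), and Sema5a one of 0.76 (adjusted p = 0.0157, and −0.02 with the 101-gene scaling). Of 31 cell death regulators, 1 rose and none fell (1 rose and 2 fell when adjusted over the list alone, adjusted p = 0.0877). The gene that rose was Xiap, an inhibitor of caspases, at 0.77 (adjusted p = 0.0470, and −0.01 with the 101-gene scaling), and Casp9, a caspase gene, had −0.97 (0.28, adjusted p = 0.0959). The calls of Sema5a and Xiap were lost in 5 and 6 alternative analyses. Among lists of metabolic genes, none of 22 genes of lysine degradation passed the test (2 higher and 1 lower over the list alone, adjusted p = 0.909) and none of 18 of cholesterol synthesis and uptake (none over the list alone, adjusted p = 0.909). Genes of oxidative phosphorylation lay 0.32 above other genes with none past the threshold (none over the list alone, adjusted p = 0.00176, and 0.592 with an estimated correlation), and genes of the miRNA pathway 0.36 below (2 lower over the list alone, adjusted p = 0.0225, and 0.283 with an estimated correlation). In the mRNA of the miR125sp mice, no axon guidance gene passed the test (none higher and 2 lower over the list alone, camera, adjusted p = 0.260). Of 44 cell death regulators 1, the Bcl-2 family gene Hrk, fell at −0.39 (0.05, adjusted p = 0.0254, edgeR). Over the list alone 1 fell (camera, adjusted p = 0.660). The call of Hrk was lost in 9 alternative analyses.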

## Discussion

In order to understand the regulatory role of miRNAs in neurons of the brain, it is necessary to perform neuron-specific analysis of miRNAs and their target genes. While physical enrichment of certain cell types using for example FACS or laser capture microdissection offers a potential solution to this problem, these techniques suffer from several limitations since they are highly laborious, give low yield of material and are often associated with tissue manipulation that may alter gene expression. To avoid these issues, we have established a neuron-specific AGO2-RIP-seq approach, which captures miRNA targets during their biogenesis and functions within neurons *in situ*. In that way, the need for physical enrichment is circumvented and allows for the application of the technique on brain tissue, which is generally difficult to dissociate. Moreover, AGO2-RIP-seq avoids physical damage and cellular stress to living cells.

Our RIP-seq approach uses a GFP-AGO2 fusion protein, which allows for highly specific isolation of the RISC through the use of a GFP antibody that shows only very limited cross-reaction to other mouse proteins. Epitope-tagged AGO2 has been widely used to study RISC function and to immunopurify bound miRNAs and mRNAs. It has been shown that the fusion of the AGO2 protein to an epitope tag does not lead to any changes in AGO2 function^11^,^34^,^35^,^36^. By analysing the GFP intensity following AAV5-GFP-AGO2 injection, we detected a very low level of GFP-AGO2 protein expressed in hippocampal neurons. The fusion protein showed cytoplasmic localisation, without any aggregation, resembling endogenous AGO2 expression. This is in line with previous studies conducted in *Drosophila* and mouse, where the over-expression level of tagged AGO proteins appears to be limited by a negative feedback loop^34^,^37^. Thus, the use of AAV5-GFP-AGO2 is unlikely to affect the native miRNA profiles and their target mRNAs.

A key aspect of the RIP-seq methodology is that it allows for quantitative assessment of the relative enrichment in AGO2 binding due to the use of poly-A selected cDNA libraries. By taking advantage of this feature, we found that mRNA targets display a progressively increased enrichment in AGO2 binding, which most likely reflects differences in target site complementarity between mRNA-miRNA target sites and the fact that some mRNAs are regulated by several miRNAs simultaneously. We also used AGO2-RIP-seq to provide an insight into the genetic network regulated by miRNAs in hippocampal neurons. We identified more than two thousand miRNA target genes in the RISC, confirming that miRNAs regulate large networks in neurons. Functional annotation of these genes demonstrated that miRNAs control fundamental processes that are vital for hippocampal neurons, including cell signalling and transcription. Taking these facts into consideration, dysregulation or disruption of the miRNA network in hippocampal neurons is likely to result in severe consequences. This is in agreement with previous *Dicer* knockout studies, where the depletion of the entire miRNA pathway ultimately led to severe neurodegenerative phenotypes^3^,^4^.

A key question in the miRNA field is how individual miRNA families contribute to the regulation of neuronal transcripts. To probe this issue, we inhibited miR-124 and miR-125 using so-called AAV-sponge vectors. Several observations suggest that the AAV-sponges efficiently inhibit their target miRNAs. First, the vector contains a GFP-AGO2 fusion protein on the same transcript as the sponge. With this setup GFP is only detectably expressed when the level of sponge transcripts reaches saturation resulting in the inhibition of the target miRNA^23^. We found high-level GFP-expression after injection of AAV-sponge vectors. We have also previously demonstrated that the miR-124 and miR-125 sponge sequences used in the current study efficiently de-repress target transcripts using luciferase assays^13^,^30^. Finally, our RIP-qRT-PCR results suggest a model where miR-sponges inhibit their target miRNA by being incorporated into the RISC where they act in a manner that resembles dominant-negative molecules. This suggests that miR-sponges may have limited off-target effects, as they do not cause a major alteration of the population of mature miRNAs in the cell or in the RISC.

We found that inhibition of miR-124, which is highly and specifically expressed in neurons^13^, led to significant changes in the composition of mRNAs bound to the RISC. 

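Genes with a miR-124 seed match in the 3′UTR were lower with miR124sp, and genes with a let-7 match were lower still. The log2 fold change in AGO2 binding from miR292sp of genes with a miR-124 match was 0.14 below that of genes of similar 3′UTR length without a match (1337 genes, adjusted p = 0.000429, permutation test), and 2 of 50 random heptamers gave as low a value. Genes with a let-7 match fell further, by 0.23, and none of 50 random heptamers did so. Genes with a miR-125 match fell by 0.14 with miR124sp (7 of 50 random heptamers as low). Set against a mixture of miR292sp and sham RNA in place of miR292sp alone, genes with a miR-124 match lay 0.042 above other genes. With matches of 8 bases the differences were −0.24 for miR-124 and −0.31 for let-7 (adjusted p = 0.0006 for both). After miR125sp, genes with a miR-125 match were lower by 0.08 (adjusted p = 0.000750), with 8 of 50 random heptamers as low, genes with a miR-124 match by 0.09 (2 of 50) and genes with a let-7 match by 0.13. With miR-125 matches of 8 bases the difference was −0.02 (permutation test, p = 0.540). Between the 2 sponges, genes with a miR-124 match were 0.08 lower with miR124sp than with miR125sp, as were genes with a let-7 match, and none of 50 random heptamers gave as low a value for either. For miR-125 matches the difference was −0.07. In the mRNA, genes with a miR-124 match differed by −0.01 with miR124sp (permutation test, p = 0.225), and genes with a miR-125 match by 0.01 with miR125sp (adjusted p = 0.0198, 19 of 50 random heptamers as high). With miR125sp, genes with a miR-124 match differed by −0.0166 (permutation test, adjusted p = 0.000429, 2 of 50 random heptamers as low). Conservation of the sites was not used here.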

When comparing our data set with *in silico* predicted and conserved miR-124 targets (TargetScan) we found that around 10% of the genes overlap. This proportion is similar to other experimental efforts to identify miRNA targets^38^ and highlight the need for experimental identification of miRNA target networks. It is worth noting that several well-defined miR-124 targets such as PTBP1 and Sox9^39^ were not identified in our analysis since these genes are very lowly expressed in the adult hippocampus. Thus cellular context is very important when establishing the functional role of different miRNAs. 

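Sox9, on chromosome 11 of mm9 with its 3′UTR from 112646822 to 112649074, held 262 and 72 counts in the miR292sp libraries, 284 and 115 with miR124sp and 112 and 76 in sham. Its 3′UTR has 1 seed match for miR-124. Its log2 fold change from sham was 1.40 with miR292sp (standard error 0.53, n = 2 libraries per group, adjusted p = 0.0287 from edgeR), and between miR124sp and miR292sp it was 0.84 (0.51, adjusted p = 0.305). The call over sham was lost in 4 alternative analyses, and total counts gave a log2 fold change of −0.09. In the mRNA the normalised counts of Sox9 were 1892 in the GFP mice and 1553 in the miR124sp mice, a log2 fold change of −0.27 (0.07, n = 3 mice per group, adjusted p = 0.0190). This call was lost in 6 alternative analyses. Ptbp1, a splicing regulator, did not pass the count filter of the RIP-seq. Of 18 measured genes known from textbooks to respond to miR-124, 4 rose and 2 fell in the mRNA with miR124sp (4 and 2 when adjusted over the list alone, camera, adjusted p = 0.625). In the AGO2 precipitate, 2 of 14 such genes fell with miR124sp and none rose (2 over the list alone, adjusted p = 0.0674), and all 14 were higher with miR292sp than in sham (14 over the list alone, adjusted p = 0.00927, and 0.261 with an estimated correlation).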

Our GO analysis shows that miR-124 controls genes related to transcriptional control and metabolic processes in hippocampal neurons.

We also extended our analysis to include neuron-specific identification of miR-125-targets. miR-125 is highly expressed in neurons, however in contrast to miR-124, also present in glia^30^ where distinct genes are likely to be targeted, making bioinformatical approaches to identify miR-125 targets complicated. Previous studies have suggested that miR-125 regulates genes related to synaptic plasticity and dendritic arborisation^30^,^32^. This is supported by our current analysis where axon guidance was the most enriched GO-term. In addition, our data support a role for miR-125 in the control of protein degradation and cell death. The cellular networks controlled by miR-124 and miR-125 are largely separate, yet both networks indicate important functions for these miRNAs in the adult mouse hippocampus. Thus, the disruption of those networks could lead to severe consequences. In line with this it is interesting to note that dysregulation of both miR-124 and miR-125 have been implicated in Alzheimer´s disease^40^,^41^.

We also found that genes exhibiting lowered level in the RISC due to the competition with miR124sp and miR125sp transcripts, also displayed increased total mRNA levels. This shows that miRNAs at least partially act on their targets by inducing mRNA degradation in neurons, although our data does not exclude that miRNAs also act via translational inhibition . However, it is worth noting that inhibition of miR-124 or miR-125 did not affect AGO2-binding of several validated miR-124 and miR-125 targets (Supplementary Fig. 3). This finding could possibly reflect the known redundancy among miRNAs; that many mRNAs are regulated by more than one miRNA and thereby limits the actual impact of individual miRNA family deficiency on the AGO2 binding of mRNAs. 

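In the mRNA, the miR-124 targets listed in Fig. S3C changed little with miR124sp. Of 9 measured, 2 rose and none fell (2 when adjusted over the list alone, camera, adjusted p = 0.164). Adipor2 was among them, at a log2 fold change of 0.27 (standard error 0.08, n = 3 mice per group, adjusted p = 0.0452 from edgeR). The call of Adipor2 was lost in 10 alternative analyses. Itgb1 had 0.04 (adjusted p = 0.732) and Btg2 0.06 (adjusted p = 0.758). Of 4 miR-125 targets of Fig. S3D, none passed the test with miR125sp (none over the list alone, adjusted p = 0.190), with Rhebl1 at 0.35, Rabl6 at 0.07, Klf13 at 0.05 and Igfbp3 at 0.03.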

With this mind, it is worth noting that most studies validating miRNA targets use overexpression approaches, which do not allow for the detection of such an effect. These suggestions are also in line with a previous study by Tan *et al.* where only 15% of RISC-associated miR-128 target genes, identified by HITS-CLIP, were upregulated after miR-128 deletion 11. However, a potential drawback of the RIP-seq approach is that it provides a snapshot of miRNA-mRNA interactions (as does HITS-CLIP and related techniques) and therefore cannot take temporal differences in mRNA degradation into account. It is therefore possible that some targets with particularly good binding could be more rapidly degraded and would therefore be less enriched in our analysis. Future studies that attempt to link transcription, miRNA-regulation, total mRNA levels and translation in neurons will be very interesting.

In the current study, we used a neuron-specific promoter to analyse miRNA targets in hippocampal neurons. Given the versatility of AAV vectors, this approach could easily be adopted to other cell types using other promoters or cre/loxP technology^42^. This system could also be used to investigate changes in miRNA regulation in animal models of psychiatric and neurodegenerative disorders. While previous studies in disease models have mainly analysed the expression profile of miRNAs and their mRNA targets in bulk tissue samples of the brain, this approach allows for profiling of miRNA targets from discrete cell populations.

In summary, we have established a novel neuron-specific AGO2-RIP-seq technique that allowed us to quantitatively analyse targets of miRNAs currently bound and processed in the RISC of hippocampal neurons. Our results enhance the understanding of miRNA function in neurons and offer a new technology that allows for straightforward profiling of miRNA targets. In the future, this type of studies is likely to increase our understanding of the role of miRNAs in both the healthy and diseased brain.

## Methods

### AAV vectors

The viral vectors used in this study were pseudotyped AAV2/5 vectors, where the transgene of interest is flanked by inverted terminal repeats (ITR) of the AAV2 packaged in an AAV5 capsid. The transfer plasmids were cloned using standard techniques. The GFP-AGO2 sequences for all vectors used in this work were designed according to^34^, synthesised (Genscript) and cloned into AAV transfer vectors. Transgene expression was driven by a human synapsin promoter and all vectors contained a WPRE-element and a late SV40 poly-A sequence. The sponge sequences contained 8 imperfectly complementary binding sites for miR-292 (ACACTCAAAACCCACGGCACTT),miR-124(TTAAGGCACGTATGAATGCCA) and miR-125 (TCACAAGTTTAGTCTCAGGGA).

The AAV vectors were produced using a double-transfection method with the appropriate transfer plasmid and the helper plasmid containing the essential adenoviral packaging genes, as described previously^43^. Vectors were purified by iodixanol step gradients and Sepharose Q column chromatography. The purified viral vector suspension was titrated with TaqMan quantitative PCR and primers targeting the WPRE sequence. The final titers of the injected AAV were in the range of 2E + 14 – 3E + 14 genome copies/ml.

### AAV vector injections

All animal-related procedures were approved by and conducted in accordance with the committee for use of laboratory animals at Lund University. All mice used in this study were anaesthetised using 2% v/v isofluorane in 1 l/min O_2_. Buprenorphine (Temgesic) was applied subcutaneously in adult C57BL/6 male mice, which subsequently received hippocampal injections of AAV vector suspensions. To this end, four holes were drilled in the scull (two per hemisphere) with a total of six 1 μl deposits. The injection coordinates were: (#1 and #2) AP: −2.0 mm; ML: +/−1.4 mm; DV (from dura): −1.5 mm, (#3 and #4) AP: −2.8 mm; ML: +/−2.7 mm; DV: −1.6 mm and (#5 and #6) AP: −2.8 mm; ML: +/−2.7 mm; DV: −3.7 mm. All vector injections were conducted using a pulled glass capillary (outer diameter 60–80 μm) that was mounted on a 22-gauge needle and attached to a 5 μl Hamilton syringe. The injection rate was 0.4 μl/min and the needle was kept in place for 3 minutes after each injection before it was slowly retracted.

### Immunohistochemistry

For immunohistochemical analysis, mice were transcardially perfused with 4% paraformaldehyde (Sigma), the brains were post-fixed for two hours and transferred to 30% w/v sucrose in water. Brains were sectioned coronally on a microtome (35 μm) and put temporarily in KPBS or stored in an antifreeze solution. Standard immunohistochemistry was applied to free-floating sections, as published in detail elsewhere^44^,^45^. Primary antibodies were diluted as follows: chicken anti-GFP 1:1000 (Abcam), mouse anti-NeuN 1:1000 (Millipore). The dilution factor of the secondary antibodies was 1:500 (Molecular Probes). All sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, 1:1000).

### FISH and miR.T-GFP transgenic mice

Fluorescence *in situ* hybridisation (FISH) was conducted as previously described^13^ using the miRCURY LNA^TM^ detection probes for miR-124 and miR-125 (5′-DIG and 3′-DIG-labeled; Exiqon). miR.T-GFP transgenic mice were generated, sacrificed, the brain tissue freshly frozen, sectioned and stained as previously described^13^ using standard immunohistochemistry.

### RNA-interacting protein immunoprecipitation

AAV vector-injected mice were decapitated, and the hippocampi were quickly dissected and homogenised (within 20 min) in ice-cold lysis buffer (10 mM HEPES (pH 7.3), 100 mM KCl, 0.5% NP40, 5 mM MgCl2, 0.5 mM dithiothreitol, protease inhibitors, recombinant RNase inhibitors, 1 mM PMSF) using TissueLyser LT (50 Hz, 2 min). Homogenates were centrifuged for 15 min at 16200 × *g*, 4 °C to clear the lysate and a 50 μl sample was saved on ice as INPUT sample. The remaining RNA immunoprecipitation sample (RIP sample) was incubated with anti-GFP-coated Dynabeads® Protein G beads (Life Technologies) at 4 °C for 24 h with end-over-end rotation. The beads were coated with rabbit anti-GFP polyclonal antibody ab290 and mAb6556 (Abcam). After incubation, beads were collected on a Dynamagnet (1 min, on ice) and gently resuspended in low-salt NT2 buffer (50 mM Tris-HCL (pH 7.5), 1 mM MgCl2, 150 mM NaCl, 0.5% NP40, 0.5 mM dithiothreitol, 1 mM PMSF, protease inhibitors and recombinant RNAse inhibitors). The beads were transferred into a new collection tube and washed once with low-salt NT2 buffer, followed by two washes with high-salt NT2 buffer (50 mM Tris-HCl (pH 7.5), 1 mM MgCl_2_, 600 mM NaCl, 0.5% NP40, 0.5 mM DTT, protease inhibitors, 1 mM PMSF and recombinant RNAse inhibitors). After the last washing step, the RNA fraction was resuspended in QIAzol buffer and RNA was isolated from RIP and INPUT samples according to the miRNeasy micro kit (Qiagen).

### RNA extraction and LNA-Quantitative real-time PCR

For entire hippocampal RNA, the hippocampi were quickly dissected from decapitated vector-injected mice, frozen on dry ice and homogenised in TissueLyserLT (50 Hz, 2 min). Total RNA was extracted using the RNeasy mini kit (Qiagen). To synthesise cDNA from miRNA, we used the Universal cDNA synthesis kit (Exiqon) according to the supplier’s recommendations. LNA^TM^ PCR primer sets, hsa-miR-103a-3p, hsa-miR-21-5p and hsa-miR-124-3p were purchased from Exiqon. cDNA from mRNA was synthesised using the Maxima First Strand Synthesis Kit for RT-PCR (Fermentas) according to the supplier’s recommendations. Standard procedures for LightCycler 480 SYBR Green I Master (Roche) qRT-PCR was performed and the data was quantified using the ΔΔCt-method, as previously described^45^. Primers were designed using Primer3 software (http://frodo.wi.mit.edu).

### Analysis of RIP samples

A total of 34 mice were used for RIP analysis. For the RIP validation experiments, we used sham-injected (n = 4) and AAV5-GFP-AGO2 injected (n = 4) mice. For the miR-124sp-RIP validation experiments, we used AAV5-GFP-AGO2.miR292sp (n = 5) and AAV5-GFP-AGO2.miR124sp (n = 5) injected mice. RIP validation was performed as individual biological replicates.

For the sequencing experiments, we used sham-injected (n = 4), AAV5-GFP-AGO2.miR292sp-injected (n = 4), AAV5-GFP-AGO2.miR124sp injected (n = 4), AAV5-GFP-AGO2.miR125sp injected (n = 4) mice. For each RIP-seq samples we pooled the lysate from 2 injected hippocampi (same vector type) in order to limit variation due to differences in vector injection. We also performed a unique biological replicate for each RIP-seq samples in order to confirm the robustness of our approach. We found very small differences between replicates.

cDNA libraries of RIP samples were prepared using the NuGEN Ovation RNA-Seq System including poly-A enrichment. Illumina high-throughput sequencing was applied to the samples (total number of reads: 153 545 538). The 50 bp single end reads were mapped to the mouse genome (mm9) and visualised in USCS genome browser. For the RIP-seq experiments, reads were quantified in all known 3′UTRs (miRbase) of the mouse genome and then used for the conduction of further analysis.

We calculated the relative enrichment of reads in the 3′UTR by dividing the number of reads in GFP-AGO2 RIP samples by the number of reads in sham-injected samples for each 3′UTR. We used sham-injected samples for normalisation since these samples combine a background level of gene expression with the same sample preparation procedure as for GFP-AGO2 RIP-samples. Genes were sorted according to their relative enrichment in GFP-AGO2 samples. From this list, GAPDH, and 50 genes above, and 50 genes below GAPDH were selected for normalisation. We normalised reads to the average read numbers of these 101 selected genes. Genes with read numbers lower than 10 in any sample, were excluded from the analysis. To classify miRNA targets, we used a four-fold enrichment as cut-off when comparing mRNA reads in RIP samples from GFP-AGO2-injected mice to sham-injected mice. This stringent cut-off was used to minimise the potential inclusion of false positives in the downstream analysis. Data is presented as the mean value of two independent biological replicates.

For analysing the effect of the injection of AAV5-GFP-AGO2.miR124sp and AAV5-GFP-AGO2.miR125sp, we ranked all genes in the GFP-AGO2.miR292sp data based on their relative enrichment in AGO2 binding. The gene with the lowest relative enrichment in AGO2 binding was ranked #1, the second lowest #2 and so on. We continued this ranking throughout the list of more than 8000 genes in our data set. Subsequently, we also assigned ranks to the GFP-AGO2.miR-124sp and GFP-AGO2.miR-125sp samples. The ranks of GFP-AGO2.miR292sp were used to produce cumulative graphs (x-axis) comparing the presence of a computationally predicted and evolutionary conserved target site for five separate miRNAs (miR-124, miR-125, let-7, miR-21, miR-292). If the genes with target sites for a miRNA are randomly distributed throughout the ranked list of genes with increasing AGO2 binding, this graph will have a linear appearance. On the other hand, the genes with target sites for a miRNA that is functional in the cell of interest, will have a higher AGO2 binding and will thus be present at the right-most part of the graph, giving this a curved appearance.

To identify genes with the highest reduction in AGO2 binding after sponge injection, we calculated the increase in rank number for each gene in GFP-AGO2 samples compared to miR-sponge samples (for both miR124sp and miR125sp). We focused our analysis on genes present in the top 2177 (>4 fold change in GFP-AGO2 samples) to avoid the inclusion of changes due to noise.

### mRNA sequencing

We used a total of 12 mice for mRNA-sequencing. For the miR-124 experiment, we used 3 mice injected with AAV5-GFP.miR124sp and 3 mice injected with AAV5-GFP. For the miR-125 experiment, we used 3 mice injected with AAV5-GFP.miR125sp and 3 mice injected with AAV5-GFP. cDNA libraries of mRNA samples were prepared using the NuGEN Ovation RNA-Seq System including poly-A enrichment. Illumina high-throughput sequencing was applied to the samples (total read number 456 123 958). The 50 bp single end reads were mapped to the mouse genome (mm9) and visualised in USCS genome browser. Reads were quantified to Refseq. Differentially expressed genes were calculated using the Bioconducter/R package DESeq^46^. Data is presented as the mean value of three independent biological replicates.

### Gene ontology analysis

Gene ontology analysis was conducted using the DAVID bioinformatics database (http://david.abcc.ncifcrf.gov). Genes with a read number >10 from the mRNAseq data of AAV5-GFP control mice, were used as background list for functional annotation analysis (11878 genes). Using medium default stringency, we identified enriched (p < 0.05) Gene Ontology (GO) biological processes (BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in a functional annotation chart. KEGG pathways were labelled in bold writing.

### miRNA target site predictions

For the identification of predicted miRNA targets, mouse TargetScan 6.2 was used (http://www.targetscan.org/mmu_61/).

### Statistical analysis

Unpaired parametric t-tests were used to analyse means of two groups. Kolmogorov-Smirnov Z tests were used to determine significance in graphs analysing cumulative fraction of genes vs the fold change after miR-sponge inhibition. The criterion for significance for all analyses was p < 0.05. All data were expressed as mean ± SEM.

## Additional Information

**How to cite this article**: Malmevik, J. *et al.* Identification of the miRNA targetome in hippocampal neurons using RIP-seq. *Sci. Rep.* **5**, 12609; doi: 10.1038/srep12609 (2015).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
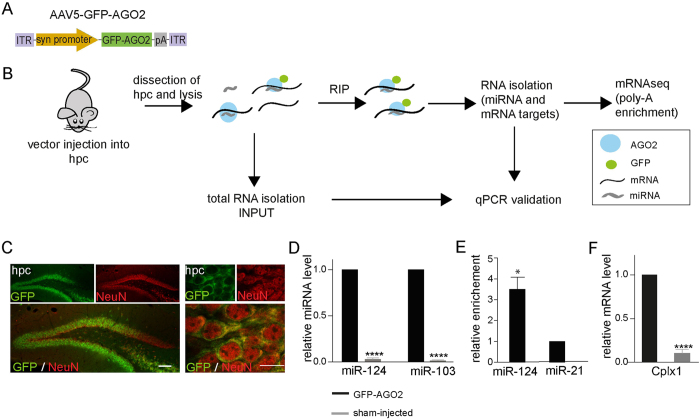
Establishment of neuron-specific RIP in the mouse brain (**A**) Diagram of the AAV5-GFP-AGO2 vector. (**B**) Diagram of the procedure of RNA-interacting protein immunoprecipitation (RIP-seq) (**C**) The expression of GFP-AGO2 is shown in low (left panel) and high (right panel) magnification. Scale bars 100 μm (left panel) and 10 μm (right panel). hpc- hippocampus (**D–F**) RNA from the hippocampus of was analysed using qPCR after RIP. Data are represented as mean ± SEM. (**D**) miRNAs such as miR-124 and miR-103 were detected only in RIP samples where GFP-AGO2 was expressed (****p < 0.0001; unpaired t-tests; n = 4 of each). (**E**) miR-124 was more than three-fold higher detected in comparison to the glia-enriched miR-21 in RIP samples, when compared to INPUT fractions (*p < 0.05; unpaired t-test; n = 4). (**F**) The highly expressed known miRNA target, *Cplx1*, was enriched in GFP-AGO2-injected brains compared to sham-injected brains (****p < 0.0001; unpaired t-test; n = 4).

**Figure 2:**
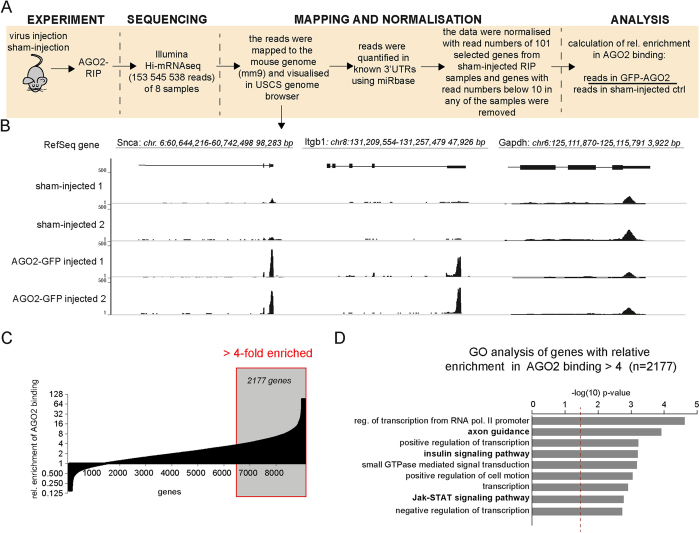
Analysis of mRNA composition in RISC (**A**) Reads obtained from the RISC using high-throughput next generation sequencing were mapped to the mouse genome and quantified. (**B**) Abundant reads were mapped to the 3′-untranslated regions (3′UTRs) of α-synuclein (Snca; left panel) and integrin β 1 (Itgb1; middle panel). The 3′UTR of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) only had negligible reads in RIP-seq samples (right panel). (**C**) Genes detected by RIP-seq were plotted against their relative enrichment in AGO2 binding, showing a progressive increase (see Supplementary Table S1). A 4-fold enrichment in RIP samples (grey box) was chosen as cut-off for identifying AGO2-bound mRNAs. (**D**) GO analysis of genes that were enriched more than 4-fold in the RISC.

**Figure 3:**
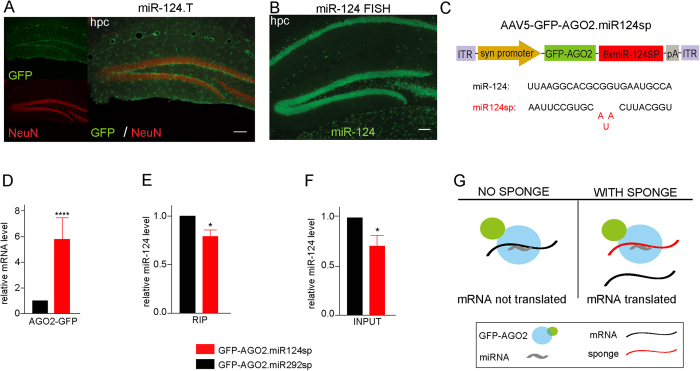
Changes in RISC composition after miRNA inhibition (**A**) The generation of GFP miRNA sensor mice for miR-124 allows for the visualisation of miRNA activity at a single-cell resolution. In this setup, GFP is produced in cells where there is no activity of the miRNA of interest. In this figure, GFP expression is not detected in hippocampal neurons (NeuN; red) of GFP miR-124 sensor mice, as miR-124 activity degrades the GFP transcript. Scale bar 100 μm. (**B**) Expression of miR-124 is also seen seen fluorescent *in situ* hybridisation in neurons of the entire adult mouse hippocampus. Scale bar 100 μm. (**C**) Diagram of the AAV5-GFP-AGO2.miR124sp vector. (**D**) The GFP-AGO2.miR124sp sequence was six-fold higher enriched in RIP samples of miR124sp-injected brains, than in GFP-AGO2.292sp injected controls (****p < 0.0001; unpaired t-test). The values were normalised to the levels of the known miRNA target *Cplx1*. (**E**) miR-124 was detected at slightly lower levels in the RIP samples after inhibition using miR124sp in comparison to GFP-AGO2.292sp-injected controls (*p < 0.05; unpaired t-test; n = 5). (**F**) A lower level of total miR-124 was also detected in the INPUT samples (total RNA; *p < 0.05; unpaired t-test; n = 5). (**G**) Schematic of the function of miR-sponges. Data are represented as mean ± SEM.

**Figure 4:**
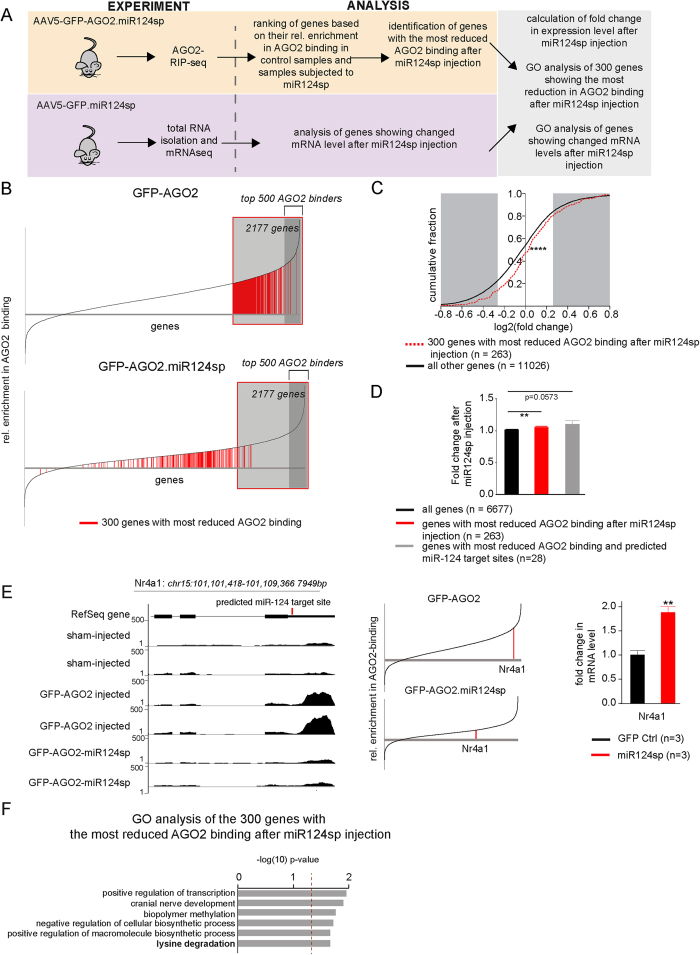
miR-124 inhibition causes prominent changes in AGO2 binding and de-repression of mRNAs (**A**) Schematic of experimental setup and conducted analyses. (**B**) Relative enrichment in AGO2 binding for each mRNA detected by RIP-seq in GFP-AGO2 injected mice (upper panel) and in mice injected with GFP-AGO2.miR124sp (lower panel) was plotted cumulatively. The top 300 genes showing the greatest decrease in relative AGO2 binding following GFP-AGO2.miR124sp injection, are depicted in red bars (see Supplementary Table S2). (**C**) When analysing the transcriptome using mRNAseq, we detected low-level, but significant changes in mRNA levels after miR-124 inhibition. The fold change (as log2 values) was plotted cumulatively for each gene representing the transcripts with the largest change in AGO2 binding after miR124sp injection. Genes showing the greatest reduction in relative AGO2 binding after miR-124 inhibition (red, dotted graph, n = 263)) were significantly different from that of all other genes (black graph; ****p < 0.0001; Kolmogorov-Smirnov Z test, n = 11026). (**D**) The fold change in mRNA expression level was significantly higher for the genes with the greatest decrease in AGO2 binding after miR124sp injection (red bar; **p < 0.01; unpaired t-test), and close to significant for the genes with the greatest decrease in AGO2 binding that were also predicted miR-124 target sites (TargetScan; grey bar), in comparison to that of all genes detected (black bar; n = 6677). Data are represented as mean ± SEM. (**E**) Example demonstrating the validated miR-124 target gene Nr4a1. Abundant reads were mapped to the 3′UTR of Nr4a1 in RIP-seq samples (left panel). In GFP-AGO2.miR124sp-treated samples, only negligible reads were detected, showing the release of Nr4a1 from the RISC after miR124sp treatment. In line with this, Nr4a1 demonstrated a prominent reduction in AGO2 binding (middle panel) and an increased mRNA expression after miR-124 inhibition (right panel; mean ± SEM; **p < 0.01; unpaired t-test). (**F**) GO of the 300 genes showing the greatest decrease in relative AGO2 binding (p < 0.05; F).

**Figure 5:**
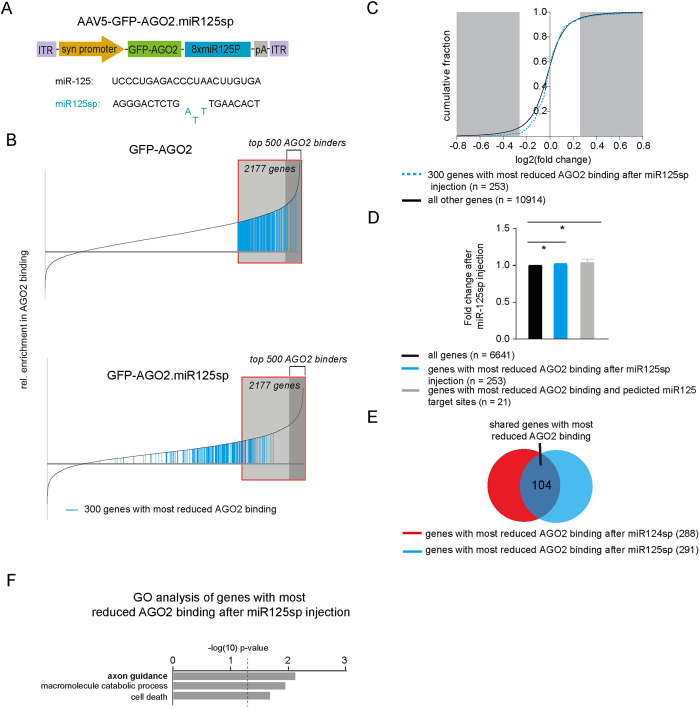
Changes in RISC composition and mRNA expression after miR-125 inhibition (**A**) Diagram of the AAV5-GFP-AGO2.miR125sp vector. (**B**) Relative enrichment in AGO2 binding for each mRNA detected by RIPseq in AGO-GFP control injected mice (upper panel) and in mice injected with GFP-AGO2.miR125sp (lower panel) was plotted cumulatively. The top 300 mRNA transcripts showing the greatest reduction in relative AGO2 binding following miR125sp injection, are depicted in blue bars (see Supplementary Table S3). (**C**) We detected changes in mRNA levels after miR-125 inhibition. The fold change (as log2 values) was plotted cumulatively for each gene with the greatest decrease in AGO2 binding after miR125sp injection (n = 253). Genes that showed the greatest reduction in relative AGO2 binding after miR-125 inhibition (blue, dotted graph) showed a trend of being less downregulated in comparison of that of all other genes (black graph), however this did not reach significance (p = 0.062; Kolmogorov-Smirnov Z test). (**D**) The fold change in mRNA expression level was significantly higher for the genes with reduced AGO2 binding after miR125sp injection (blue bar) and the most changed genes with predicted miR-125 target sites (TargetScan, grey bar) in comparison to that of all genes detected in RIP-seq (black bar; *p < 0.05; unpaired t-test n = 6641). Data are represented as mean ± SEM (**E**) Inhibition of miR-125 resulted in reduction in AGO2 binding in a different set of genes than that of miR-124. (**F**) GO of the 300 genes showing the greatest reduction in relative AGO2 binding (p < 0.05).

# Supplementary material for: Identification of the miRNA targetome in hippocampal neurons using RIP-seq
**Source:** Sci Rep. 2015 Jul 28;5:12609. doi: 10.1038/srep12609
**Supplement:** Supplementary Information

## **Identification of the miRNA targetome in hippocampal neurons using RIP-seq**

Josephine Malmevik<sup>1,2</sup>, Rebecca Petri<sup>1,2</sup>, Thies Klussendorf<sup>1</sup>, Pina Knauff<sup>1</sup>, Malin Åkerblom<sup>1</sup>, Jenny Johansson<sup>1</sup>, Shamit Soneji<sup>1</sup> & Johan Jakobsson<sup>1,3</sup>

# Supplementary Figure S1: Validation of the neuron specificity of AGO2-RIPseq. Related to Fig. 2

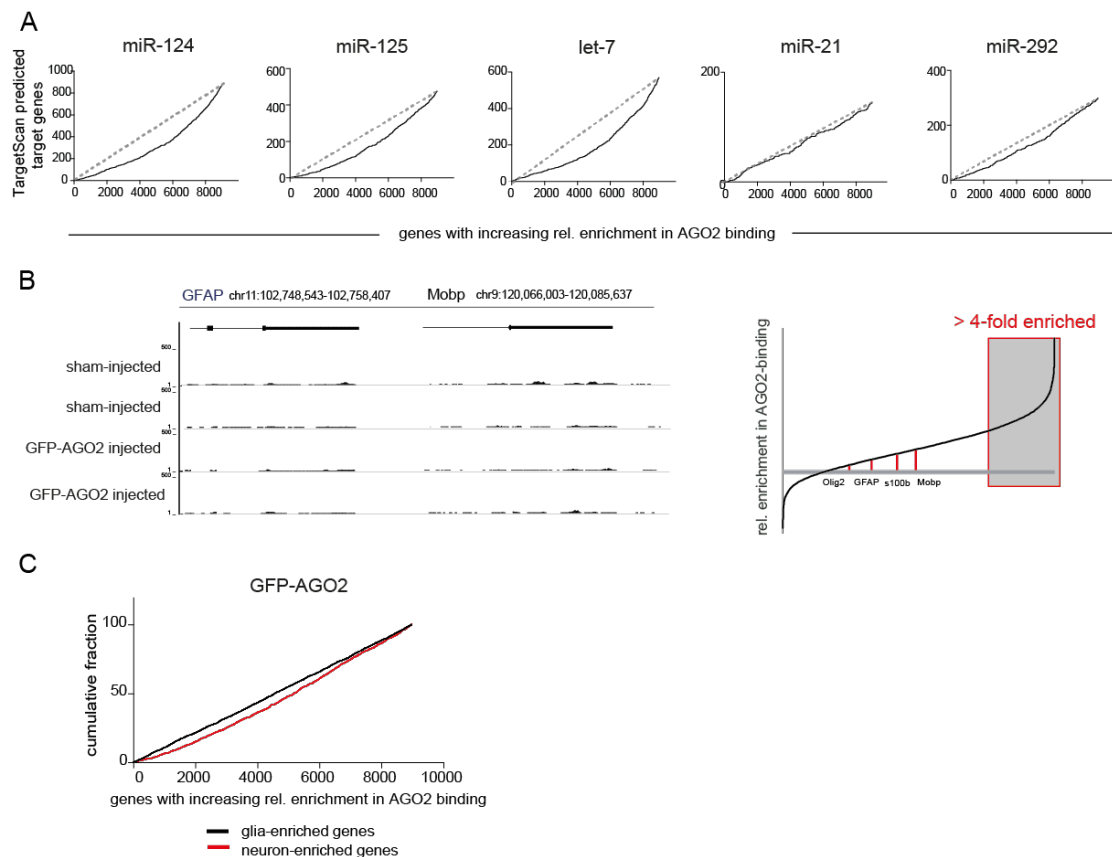

**Supplementary Figure S1.** (A) Genes with predicted miRNA target sites were cumulatively plotted vs. increasing enrichment in AGO2 binding. Curves extending below the diagonal dotted line indicate that the predicted targets are enriched in the top AGO2-binding genes. (B) Glia-expressed genes (shown here: GFAP and Mobp) showed only negligible reads in their 3'UTR in RIP-seq samples (left panel) and only very minor AGO2 binding (shown here for: Mobp, GFAP, s100b and Olig2, depicted in red, right panel). (C) Genes with increasing AGO2 binding were plotted vs. cumulatively plotted glia-expressed (black line) and neuron-expressed (red line) genes<sup>1</sup>. In contrast to glia, neuron-expressed genes were enriched in AGO2-bound transcripts.

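The 3′UTR of Gfap, an intermediate filament of astrocytes, lies on chromosome 11 of mm9 from 102748650 to 102749993. Its relative enrichment in AGO2 binding was 1.79 and 1.47 in the 2 miR292sp libraries (log2 fold change 0.70, standard error 0.38, adjusted p = 0.123, edgeR). Mobp, from 120082306 to 120085209 of chromosome 9, had 1.15 and 1.10 (log2 fold change 0.17, standard error 0.36, adjusted p = 0.710). Its 3′UTR has 4 seed matches for miR-125. Olig2, a transcription factor of the oligodendrocyte lineage on chromosome 16, had 0.961 and 1.70 (log2 fold change 0.41, standard error 0.46, adjusted p = 0.462). The calcium-binding protein gene S100b on chromosome 10 had 1.77 and 1.99, a log2 fold change of 0.92 (standard error 0.38, adjusted p = 0.0439). With TMM, the log2 fold change of S100b was −0.42, and that of Mobp was −1.22 and passed as lower (adjusted p = 0.0113, edgeR). Microglia markers lay below other genes, with 1 of 6 higher and 1 lower (1 and none when adjusted over the list alone, adjusted p = 0.0376, and 0.274 with an estimated correlation). None of 3 endothelial and mural cell markers was higher and 1 was lower (none over the list alone, adjusted p = 0.0376, and 0.274 with an estimated correlation).

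**Figure D4:**
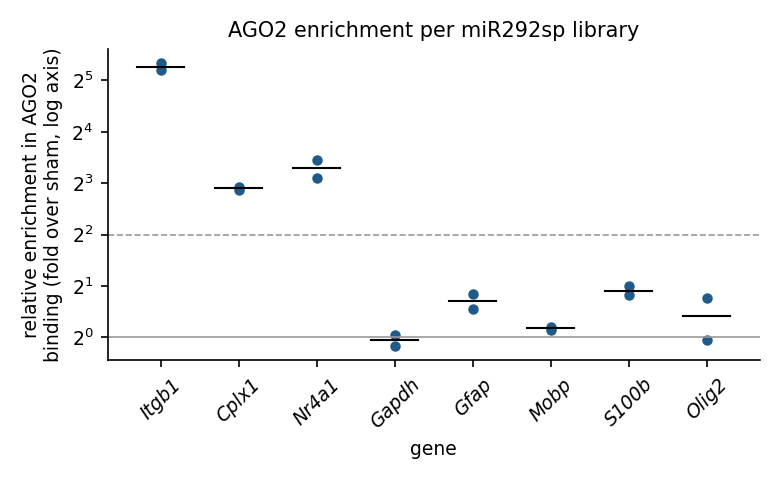
Relative enrichment in AGO2 binding (log axis) of 8 genes the paper names, in each of the 2 miR292sp libraries (points), with the mean (line). Itgb1, Cplx1 and Nr4a1 lie above 4-fold in both libraries, and Gapdh, Gfap, Mobp, S100b and Olig2 below 2-fold.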

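Among narrower neuronal groups, 5 of 11 interneuron markers were higher with miR292sp than in sham, 5 of 8 markers of dentate granule cells and 7 of 10 of CA1 and CA3 pyramidal cells, with the same numbers when adjusted over the list alone. None of the genes in these lists was lower. Gad1, which makes GABA in interneurons, had a log2 fold change of 2.23 and Neurod6, a transcription factor of pyramidal neurons, one of 2.63. None of the lists differed from other genes (camera, adjusted p = 0.429 for interneurons, 0.734 for granule cells and 0.585 for pyramidal cells).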

**Supplementary Figure S2: Expression of GFP-AGO2-miRsponges in mouse hippocampus. Related to Fig. 4****A**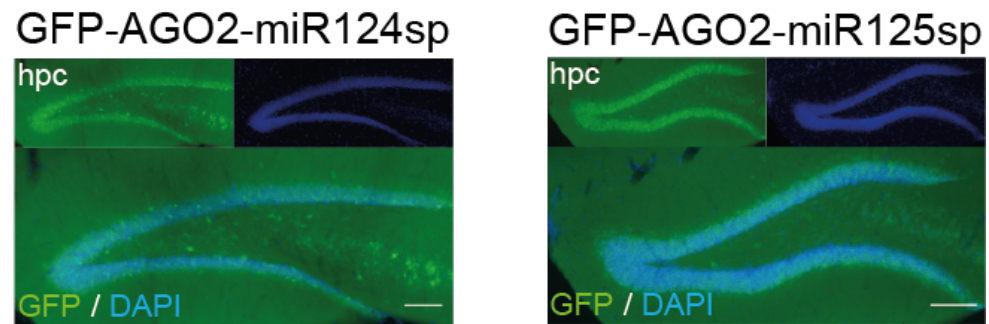

**Supplementary Figure S2. (A)** Expression of GFP-AGO2-miR-124sp (left panel) and GFP-AGO2-miR-125sp (right panel) in the mouse hippocampus. Scale bars:100  $\mu\text{m}$ .

Supplementary Figure S3: Limited changes in the 500 genes with highest relative enrichment in AGO2 binding after miRNA inhibition.

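Of the 500 3′UTRs with the highest relative enrichment in AGO2 binding, 497 still ranked among the first 2230 with miR124sp and 499 with miR125sp. Their enrichment fell nonetheless when scaled on the 101 genes. Sema7a stood at 38.0 with miR292sp, 10.5 with miR124sp and 14.2 with miR125sp, Scrt2 at 39.8, 12.1 and 23.6, and Efna3 at 20.7, 4.83 and 10.2. The median 3′UTR above 4-fold kept 0.219 of its excess over sham with miR124sp and 0.332 with miR125sp.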

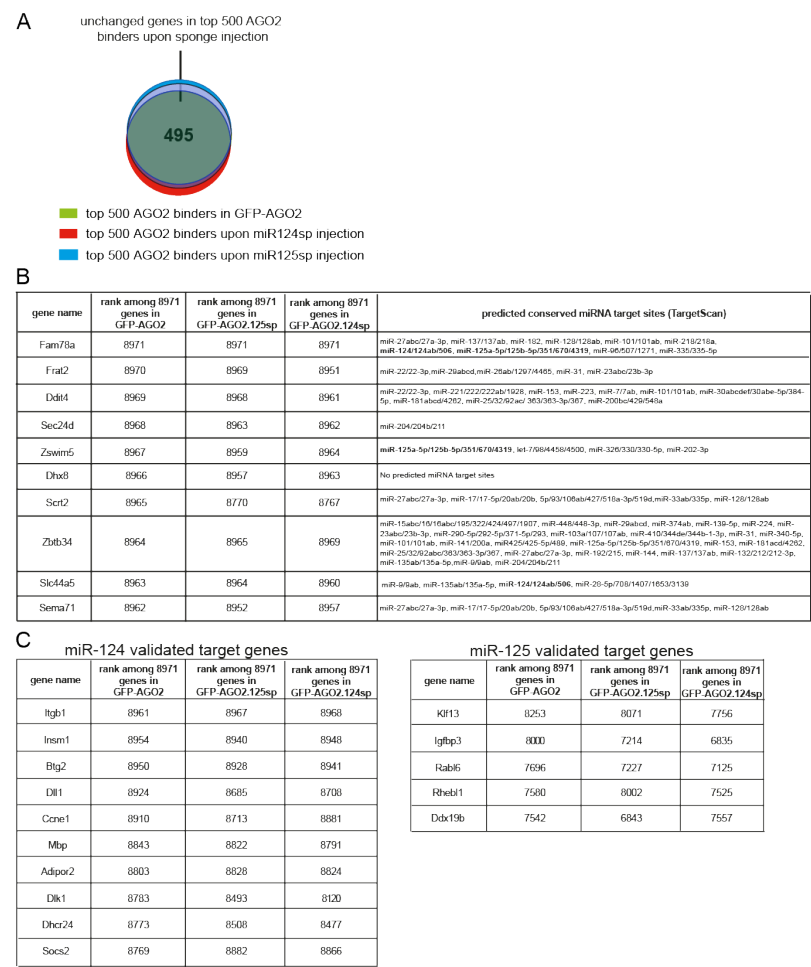

**Supplementary Figure S3.** (A) Out of the 500 genes with highest relative enrichment in AGO2 binding, only a low number of miR-124 and miR-125 target genes were removed from the RISC after inhibition of each respective miRNA. (B) Top ten genes showing the highest relative enrichment in AGO2 binding. (C-D) Set of validated miR-124 target genes (C) and miR-125 target genes (D) among the 500 genes with the highest enrichment in AGO2 binding.

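Fam78a did not have 10 counts in every library, and the other 9 all lay above the limit of 4-fold. Frat2 had the largest log2 fold change, 5.76 (standard error 0.33, n = 2 libraries per group, adjusted p = 1.95e-10, edgeR), with 1287 and 1284 counts in the miR292sp libraries and 25 and 42 in sham. Ddit4 followed at 5.68 (standard error 0.38, adjusted p = 1.15e-09). Sec24d, a coat protein of vesicles leaving the endoplasmic reticulum, had 5.53 (0.51), the zinc finger gene Zswim5 5.44 (0.38), the splicing helicase gene Dhx8 5.42 (0.36), the zinc finger gene Zbtb34 5.34 (0.24), Scrt2, a neuronal transcriptional repressor, 5.32 (0.28) and Slc44a5, a choline transporter-like gene, 5.31 (0.26). With miR124sp, the enrichment of Frat2 was 8.66, that of Ddit4 11.7 and that of Zbtb34 14.2. With miR125sp the same genes stood at 22.2, 21.2 and 19.2.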

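The miR-124 targets listed from the literature in Fig. S3C include Insm1, Btg2, Dll1, Ccne1, Mbp, Adipor2, Dlk1, Socs2 and Itgb1, and all but Dll1 and Ccne1 were measured in the RIP-seq. All 8 targets measured were higher with miR292sp than in sham (8 when adjusted over the list alone, camera, adjusted p = 1.21e-10, and adjusted p = 0.261 with an estimated correlation). The paper took these targets and those of Fig. S3D from its genes with the highest AGO2 enrichment. A rise over sham was thus built into both lists, and falls with a sponge start from genes chosen as high in the control. With miR124sp, 4 of the 8 miR-124 targets fell and none rose (7 fell when adjusted over the list alone, adjusted p = 3.52e-05, and 0.290 with an estimated correlation). Among them were Dlk1, Mbp and Btg2, at a log2 fold change of −0.99 for Btg2 (standard error 0.23, adjusted p = 0.0175, edgeR). Insm1, a transcription factor of neuronal and endocrine progenitors, had −0.99 (0.38, adjusted p = 0.108), Itgb1 −0.58 (0.22, adjusted p = 0.105), Adipor2, a receptor for adiponectin, −0.62 (adjusted p = 0.131) and Socs2 −0.31 (0.25, adjusted p = 0.462). With miR125sp none of the 8 passed the test (4 lower when adjusted over the list alone, adjusted p = 0.00176, and 0.283 with an estimated correlation). The miR-125 targets of Fig. S3D, Klf13, Igfbp3, Rabl6, Rhebl1 and Ddx19b, were all higher with miR292sp than in sham (5 over the list alone, adjusted p = 0.00694, and 0.261 with an estimated correlation). With miR125sp none of them passed the test (1 lower over the list alone, adjusted p = 0.0267, and 0.283 with an estimated correlation), with log2 fold changes of −0.50 for Klf13, −0.73 for Igfbp3, −0.52 for Rabl6, −0.07 for Rhebl1 and −0.57 for the helicase gene Ddx19b, whose 3′UTR holds 4 seed matches for miR-125. With miR124sp, 1 of these 5 fell, Klf13 (3 over the list alone, adjusted p = 0.0181, and 0.290 with an estimated correlation). Between the sponges the miR-124 targets of Fig. S3C were lower with miR124sp as a list, with none past the threshold (none over the list alone, adjusted p = 0.0418, and 0.842 with an estimated correlation).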

**Table S1.** All mapped genes sorted according to their enrichment in AGO2 binding.

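The table ranks 3′UTRs by the ratio of normalised reads in the miR292sp libraries to those in sham, and its copy used here holds the first 1998 of the 8971 rows. It was not used for any value. Further genes high in the ranking derived from the counts were Btg2, an antiproliferative gene induced by neuronal activity, at 33.0-fold, Ccnd2, cyclin D2, at 21.5-fold, and Klf13, a Krüppel-like transcription factor, at 7.93-fold. Of 31 cell death regulators, 22 were higher with miR292sp than in sham (22 when adjusted over the list alone, camera, adjusted p = 0.105). Of 22 genes of lysine degradation, 19 were higher (19 over the list alone, adjusted p = 0.180), of 18 genes of cholesterol synthesis and uptake 12 (12 over the list alone, adjusted p = 0.910), and of 23 genes of the unfolded protein response 16 (17 over the list alone, adjusted p = 0.910). Of 9 histone genes 5 were higher (5 over the list alone, adjusted p = 0.426), of 8 clustered protocadherins 3 (2 over the list alone, adjusted p = 0.432), of 5 interferon response genes 3 (3 over the list alone, adjusted p = 0.459) and of 5 genes of reactive gliosis 2 (2 over the list alone, adjusted p = 0.459). None of the genes in these lists was lower.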

Table S1 is found in a separate Excel sheet. Related to Fig. 2.

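Ranks in AGO2 enrichment, not a test, define the genes of this list, and 288 gene names stand in it. In the per-gene test of miR124sp against miR292sp, Jrk, named for a seizure phenotype in mice, had a log2 fold change of −1.71 (adjusted p = 0.0444, edgeR), Dnajb11, a chaperone of the endoplasmic reticulum, −0.93 (adjusted p = 0.0460) and Dlx5, a homeobox gene of interneurons, −1.65 (adjusted p = 0.0581). The calls of Jrk and Dnajb11 were lost in 5 and 6 alternative analyses. A let-7 seed match was present in 39 of 287 genes of the list (13.6%, 95% Wilson interval 10.1 to 18.0%) and in 19.8% of the other genes above 4-fold (Fisher's exact test, two-sided, adjusted p = 0.0738).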

**Table S2.** 300 genes with most reduced AGO2 binding after miR124sp injection.

Table S2 is found in a separate Excel sheet. Related to Fig. 4.

**Table S3.** 300 genes with most reduced AGO2 binding after miR125sp injection.

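Among the 291 gene names of the list, Pdhx, a subunit of the pyruvate dehydrogenase complex, had a log2 fold change of −1.38 between miR125sp and miR292sp (standard error 0.31, adjusted p = 0.0294, edgeR), B3gnt1, a glycosyltransferase gene, −1.47 (0.33, adjusted p = 0.0354) and Socs5 −0.94 (0.23, adjusted p = 0.0478). The calls of Pdhx, B3gnt1 and Socs5 were lost in 5 alternative analyses each. The gene Ern1 of the unfolded protein response had −0.97 (adjusted p = 0.271). The 300 3′UTRs derived here for miR125sp share 238 genes with the list. The share with a let-7 seed match was 14.5% (42 of 290) against 19.7% in the other genes above 4-fold (Fisher's exact test, two-sided, adjusted p = 0.110).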

Table S3 is found in a separate Excel sheet. Related to Fig. 5

How the deposited data were processed for this re-analysis (not part of the article)

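Hippocampal RNA of mice was measured in 2 ways. In the RIP-seq, RNA bound to GFP-tagged AGO2 was precipitated from the hippocampus of mice injected with AAV5 vectors, in 4 groups of 2 libraries: GFP-AGO2 with a sponge for miR-292 (the control), for miR-124 or for miR-125, and sham-injected mice. In the mRNA-seq, total polyadenylated RNA was measured in 12 single mice, as 3 GFP.miR124sp against 3 GFP mice and 3 GFP.miR125sp against 3 other GFP mice. The control of the RIP-seq was taken from the methods and the sample labels, which give the miR-292 sponge.

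The authors deposited raw counts for both assays, as whole numbers. For the RIP-seq they mapped reads to mm9 and counted them in annotated 3′UTRs. The sample labels name mm10, STAR and edgeR, and the paper names mm9 and, for the mRNA-seq, DESeq. The program that counted the reads is not given in the sources used here. Of the 3′UTRs, 82.5% had the length of the 3′UTR less the stop codon in GENCODE M1 on NCBIM37 (mm9), which was used for names, coordinates and sequences, and 98.0% of the 38158 had a gene name there. The mRNA-seq counts were per RefSeq transcript, 98.7% of 32850 with a gene symbol, and transcripts without one held 0.85% of the counts. Counts were summed per symbol. Of the genes, 4737 have several transcripts and a median count of 32 over 12 mice against 560 for the 19044 with 1, and Gapdh had 40 counts in all 12 mice. How reads shared between transcripts were counted is not given in the sources used here, so that levels of genes with several transcripts are uncertain. The headers of 8 mRNA-seq libraries carry a mark that was read here as combined sequencing runs and is not explained in the sources used here, and those of GFP replicates 14 and 15 of the miR-125 experiment and of miR124sp replicates 2 and 9 do not.

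The relative enrichment in AGO2 binding followed the paper: counts divided by the mean of 101 genes (Gapdh and 50 genes on either side of it in the list sorted by raw ratio), 3′UTRs with fewer than 10 counts in any library left out, and the mean of the miR292sp libraries divided by that of sham. Targets were those above 4-fold, and a target counted as lost when its rank with a sponge fell below as many of the highest ranks as there were targets. For each sponge the 300 targets with the largest fall in rank were listed. Numbers of lost and shared targets were set beside 100 simulations in which the sponge libraries were drawn without change from the miR292sp libraries, and 100 in which they were mixtures of miR292sp and sham RNA. In both kinds the miR292sp libraries were drawn again as well. The mixing share was the median share of excess over sham that the targets kept in the observed sponge libraries.

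Differences per gene were tested with edgeR 4.0.16 (quasi-likelihood) at a Benjamini-Hochberg adjusted p below 0.05. The 8 RIP libraries shared 1 fit. The comparison of miR292sp with sham used the 101-gene scaling, and those between sponges TMM, in which most 3′UTRs are taken as unchanged. Each mRNA experiment was fitted on its own 6 mice after filterByExpr with TMM, and the difference between the 2 effects was tested as an interaction over the 12 mice. The errors given with log2 fold changes are standard errors from these fits. Gene lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, and again with the correlation estimated from the data, with adjustment over the lists of a comparison. Beside each list stand the genes past the threshold when adjusted over all genes and over the list alone. Seed matches were the complements of miRNA bases 2 to 8 in the longest annotated 3′UTR of a gene. Genes with and without a match were compared within 10 bins of 3′UTR length by 10000 permutations and against 50 random heptamers, with adjustment over 30 tests. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

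Of the 31 lists, 30 could be measured: activity-induced immediate early genes, markers of astrocytes, oligodendrocytes and myelin, microglia, endothelial and mural cells, neurons, interneurons, dentate granule cells and CA1 and CA3 pyramidal cells, interferon response and antigen presentation, reactive gliosis, axon guidance, insulin signalling, Jak-STAT signalling, small GTPases, transcription regulators, ion channels and transmitter receptors, clustered protocadherins, zinc finger protein genes, histones, ribosomal proteins, oxidative phosphorylation, the miRNA pathway, lysine degradation, cell death, cholesterol synthesis and uptake, the unfolded protein response, the literature targets of miR-124 in Fig. S3C and of miR-125 in Fig. S3D, and textbook genes responding to miR-124. No gene of the mitochondrial genome is in the annotations of the counts. The lists, comparisons, tests, scalings and alternatives were fixed before the data were examined, apart from those that the text names as chosen after the data were seen. The genes named in the text follow a rule fixed at the same time: every measured gene of 35 the paper names, the 10 largest rises and 10 largest falls among genes past the threshold whose libraries did not overlap between groups, and up to 4 genes of each list with the smallest adjusted p. Some genes that this rule selects are not reported here. Other genes in the text were chosen after their values were seen. The top of Table S1 and Tables S2 and S3 had been seen before the rule was written. The copy of Table S1 used here holds the first 1998 of the 8971 rows, and no value was taken from it. Tables S2 and S3 served as gene lists, with 288 and 291 gene names.

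The pipeline was tested on simulated data with 200 changed genes. A change of log2 1 was recovered for 32% of genes between miR292sp and sham, 22% and 30% between the sponges for miR-124 and miR-125 and the control, and 79% and 82% in the mRNA-seq of the 2 experiments. A change of log2 2 was recovered for 78%, 77%, 79%, 97% and 99%. Unchanged genes made up 6.78%, 2.94%, 5.22%, 6.88% and 12.98% of the genes that passed, in the same order. These rates hold for 200 changed genes. Other numbers of changed genes were not simulated, so that the rates in the real comparisons may differ. Depth per library is given with each assay. Alternatives covered the scaling, the filter on low counts, DESeq2, the definition of a lost target, the background of a list, the length of a seed match and leaving out each library or mouse. The number of changed genes in the mRNA-seq was also counted in the other splits of the mice into groups of 3, 10 in each experiment, and over 100 splits for the interaction.

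TargetScan, its conservation scores, gene ontology tools, the small RNA data and the imaging of the paper were not used here, and the 28 genes the paper chose with TargetScan were not analysed here.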

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

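The tests of the miR124sp mice against the other GFP mice, of GFP mice left out of the choice of genes, of combined runs and of transcript length were chosen only after the result was seen, and the other splits of the mice and the comparison with other genes above 4-fold before.

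A test of the difference between the mRNA effects of the 2 sponges, each against its own GFP mice, found 1937 genes at an adjusted p below 0.05 (edgeR, 990 with a higher and 947 with a lower effect of miR124sp), and a result that differs between 2 groups of mice was singled out for that reason. The miR124sp and miR125sp mice themselves differed in 419 (248 higher and 171 lower with miR124sp), and the GFP mice in more, as given below. Egr1 had an interaction of 0.86 on the log2 scale (standard error 0.19, adjusted p = 0.00846), Scn4b, a sodium channel subunit, 1.98 (0.28, adjusted p = 0.00130) and Rpl32, a ribosomal protein gene, −0.83 (0.11, adjusted p = 0.00102). Ribosomal protein genes had a lower effect in 72 of 76 cases. The number of genes was 1163 without GFP replicate 15 of the miR-124 experiment, 1259, 1198 and 2990 without miR124sp replicates 14, 2 and 9 and 1111 without miR125sp replicate 9. Of 100 splits of the mice within their experiments, 3 gave as many genes, the real one included, and the highest other split gave 2289. This share is under 5%, but it does not measure chance for a difference between the sponges. The 13 splits that kept the miR124sp mice apart from their GFP mice, the real one included, gave 1176 to 2289 over different splits of the miR-125 experiment, and no gene passed in the 87 others. The number thus follows the contrast within the miR-124 experiment, a structure of the samples, and a difference between the sponges is not shown by it.

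The GFP mice of the 2 experiments, which the paper does not compare, differed in 4369 genes (2189 higher and 2180 lower in the miR-124 experiment, edgeR), in 3133 with a term for combined runs and in 2979 to 4322 when 1 GFP mouse was left out. The GFP mice of the miR-124 experiment had more RNA for ribosomal proteins (74 of 76 genes higher), oxidative phosphorylation (62 of 79), histones (23 of 43) and astrocyte markers (11 of 17), and less for immediate early genes (15 of 41 lower) and clustered protocadherins (36 of 55 lower). A trend with transcript length ran through this comparison (Spearman rho −0.462), with a median log2 difference of 0.404 in the 10% with the shortest transcripts and −0.248 in the 10% with the longest, and these lists were not tested apart from it. Mean normalised counts of Rpl32 were 3374 in these GFP mice, 2022 with miR124sp and 2099 and 2234 in the GFP and miR125sp mice of the other experiment. For S100b they were 4683, 3054, 2692 and 2774.

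This bears on the 3046 genes that changed with miR124sp. When the GFP mice of the miR-125 experiment served as controls, 10.3% of them changed the same way, although that comparison shares the miR124sp mice with the one that chose the genes, which favours the same direction. To avoid shared GFP mice, the genes were also chosen without 1 GFP mouse and that mouse was then compared with the GFP mice of the miR-125 experiment. These lay on the same side of it as the miR124sp mice in 87.8% of 2213 genes, 93.6% of 2482 and 94.0% of 980, for the 3 mice left out in turn, where without a difference the genes are expected to lie on either side equally often. The tests are consistent with GFP mice of the miR-124 experiment that stand apart from the 3 other groups as a source of many of these changes. Combined sequencing runs as the whole cause are argued against: between the miR125sp mice and the GFP mice of the miR-124 experiment, whose libraries all combine runs, 2242 of these genes (73.6%) differed the same way and 12 the opposite way. That comparison shares the GFP mice that chose the genes, which favours the same direction. With each GFP mouse left out of the choice in turn, the miR125sp mice lay on the same side of it in at least 89.5% of the genes. A part played by the runs stays open. A term for them lowered 3046 to 1439. In this experiment only miR124sp replicates 2 and 9 lack combined runs, so that the term overlaps with the sponge and the lower count decides nothing. The real split of the 6 mice gave 3046 genes and the highest of the 9 others 15, and 1 of 10 splits gives as many, which is too few splits for a share under 5%. The number was 980 without GFP replicate 15, 1351 without miR124sp replicate 14 and 1031 without miR124sp replicate 2. Animal batch, day of dissection and experiment cannot be told apart here, and a response to miR124sp in these genes was not tested separately from them.

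The same holds for the rise of the genes of Table S2 with miR124sp, by 0.11 over other genes on the log2 scale. A trend with transcript length, which ran through this experiment (Spearman rho 0.384 between length and log2 fold change), does not account for it, since the list lay 0.0865 above random lists of the same lengths. Other genes above 4-fold in the AGO2 precipitate rose as much, with a difference of −0.0079, and against the GFP mice of the miR-125 experiment the list lay at −0.0511. A rise of AGO2-bound genes in general, or GFP mice that stand apart, may thus lie behind it. A rise of these genes by release from miR-124 stays open and was not tested apart from these.

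Interferon response and antigen presentation genes, which the paper does not discuss, were lower with miR125sp than in its GFP mice, by a mean log2 fold change of −0.75 over 25 genes (camera, adjusted p = 2.56e-23, and adjusted p = 0.211 with an estimated correlation), all 25 being negative. Of them 2 passed the test over all genes, 21 when adjusted over the list alone. The 2 were Ifit3 at −0.94 (standard error 0.15, adjusted p = 0.0407) and B2m, the light chain of MHC class I, at −0.41 (0.06, adjusted p = 0.0324). Outside the list, Gbp6 had −1.06 (0.16, adjusted p = 0.0324). The mean of the list was −0.478 without GFP replicate 4 and −1.06 without GFP replicate 15. In the GFP mice of the miR-124 experiment these genes were also lower than in those of the miR-125 experiment (mean log2 difference −0.415, 6 of 26 past the threshold, adjusted p = 0.0151). Microglia markers and genes of reactive gliosis were lower with miR125sp in the same comparison (camera, adjusted p = 9.28e-10 and 2.39e-08, and 0.0692 and 0.211 with an estimated correlation), and a smaller share of glial RNA was not tested apart from an interferon response. The real split of the mice gave 29 genes and the highest other 23, and 1 of 10 splits gives as many. For gene lists the real split gave 12 and the highest other 9 (1 of 10). In the miR-124 experiment the real split gave 15 lists and another 18, so that 2 of 10 splits give as many, and a split that calls more lists than the real one points to a structure of the samples. With 10 splits no share under 5% can be reached.

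Ttr, the thyroxine carrier of the choroid plexus, was the 1 gene that differed between the miR124sp and miR125sp precipitates, with a log2 fold change of −3.32. It is outside the genes the paper discusses. Its counts were 100 and 72 in the miR292sp libraries and 718 and 167 in sham, so that only the miR125sp libraries, with 1208 and 1046, lay above the sham libraries.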

How the results depend on the processing

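Of 227 alternative values for 50 results over whole comparisons, 143 kept their direction and side of the threshold or stayed within 1.5 times of the count, 9 lost and 3 gained the threshold, 70 moved further and 2 reversed. For the gene lists one by one, 593 of 720 values stayed, 80 lost and 23 gained the threshold, 24 moved and none reversed. For 144 values of named genes, 1276 of 1612 stayed, 253 lost and 38 gained the threshold, 33 moved and 12 reversed. Lost calls are not given beside every gene, so that a gene without such a remark is not thereby robust. No paired analysis was run, since the sponge and GFP mice of an experiment share no replicate numbers. Replicate numbers 9, 14 and 15 occur in both experiments, with no link between the mice given. Where no cause is named below, the cause was not tested.

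The number of targets above 4-fold, 2230, was 403 with TMM, 346 with total counts, 414 with DESeq2 size factors, 3779 without a filter and with 1 added to every count, and 659 at 8-fold, and 1727 to 3293 when 1 library was left out. TMM and DESeq2 set the median change near 0 by construction, which lowers every enrichment, and 8-fold is a stricter limit. Why total counts lowered the number was not tested. Lost targets numbered 475 with miR124sp and 383 with miR125sp by rank, 2000 and 1729 at or below 4-fold with the 101-gene scaling, 288 and 219 at or below 4-fold with TMM, 282 and 18 by the edgeR test, 806 and 681 with filterByExpr, and 437 to 654 and 324 to 536 without 1 library. The overlap of the 300 most reduced, 109, was 261 by the fall in ratio and 52 with filterByExpr (86 to 145 without 1 library). The 4920 genes changed between miR292sp and sham stayed within 1.5 times of that number in every alternative, at 3331 to 5476.

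Between sponges and control, the 702 genes changed with miR124sp and 116 with miR125sp became 4122 and 3150 with the 101-gene scaling, which moves all 3′UTRs downward, 1163 and 375 with DESeq2, 396 and 35 with filterByExpr and 1160 and 404 in a fit on the 4 libraries compared. Without a filter, 282 changed with miR125sp. Leaving out 1 library left 60 to 312 and 6 to 20, with 1 library of a group then assumed to vary like the other groups. The 1 gene between the sponges became 13 without a filter and 0 with filterByExpr (edgeR, 609 at a raw p below 0.05, and 1 with DESeq2 under the filter of the main value), and 0 to 1 without 1 library.

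In the mRNA, the 3046 genes with miR124sp were 247 with all 6 GFP mice as controls, 1439 with a term for combined runs, 763 with the GFP mice of the other experiment and 980 to 4062 without 1 mouse. The 29 with miR125sp were 141 with DESeq2, 206 without a filter, 11 in a fit on 12 mice, 0 with 6 GFP mice (edgeR, 1828 at a raw p below 0.05), 63 with the term for runs, 94 among mice with combined runs (1 GFP mouse) and 0 to 109 without 1 mouse. The 1937 of the interaction were 688 with the term for runs and 1111 to 2990 without 1 mouse. That term, the mice with combined runs and the GFP mice of the other experiment were chosen after the data were seen. So were the tests of Tables S2 and S3 against 6 GFP mice and the lists matched on transcript length. The same holds for leaving out mice from the interaction and from the comparison of the 2 GFP groups.

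The Table S2 genes lay 0.1071 above other genes (camera with a preset correlation, p = 0.0230). With an estimated correlation the difference was 0.1071 (p = 0.0531), against genes measured in the RIP-seq 0.0575 (p = 0.171), without immediate early genes 0.094 (p = 0.0549), with the term for runs 0.1214 (p = 0.0765), among mice with combined runs (1 miR124sp mouse) 0.148 (p = 0.0666) and with 6 GFP mice 0.0394 (p = 0.547). With the preset correlation it reversed against the other genes above 4-fold, −0.0079 (p = 0.580), and against the GFP mice of the other experiment, −0.0511 (p = 0.0844). Leaving out 1 mouse gave 0.0861 to 0.1305. The Table S3 genes, at 0.0235, passed at 0.0291 against random lists matched on length (permutation test, p = 0.0382), and with camera 0.1526 with the GFP mice of the other experiment (p = 0.00159) and 0.1041 with 6 GFP mice (p = 0.00345).

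With the correlation between genes estimated from the data, 0 gene lists passed in any of the 6 comparisons, where 16, 10, 8 and 2 had passed in the RIP-seq (miR292sp against sham, miR124sp and miR125sp against miR292sp, and between the sponges) and 15 and 12 in the mRNA-seq with miR124sp and miR125sp, by camera in limma. At a raw p below 0.05 the estimated correlation left 5, 4, 3, 1, 3 and 6 lists in the same order. The estimated setting can raise p without a higher correlation. For the Table S2 genes with miR124sp the estimated correlation was 0.0058, below the preset 0.01, yet p rose from 0.0230 to 0.0531 (camera). Failure at that setting therefore does not show that the genes of a list vary together. The 8 lists with miR125sp were 15 with the 101-gene scaling, and leaving out 1 mouse gave 15 to 16 and 10 to 16 lists in the mRNA-seq.

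In permutation tests with matches of 8 bases, the difference of genes with a miR-125 match was −0.0196 in the precipitate with miR125sp (p = 0.540) and 0.0059 in its mRNA (p = 0.318), and that of miR-21 in AGO2 enrichment −0.2066 (adjusted p = 0.0756), with fewer genes carrying a match. In the mRNA with miR124sp it was −0.0163 for let-7 (0.0054 with 7 bases) and −0.0103 for miR-292 (0.0154 with 7 bases).

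Some positive log2 fold changes over sham became negative when the 101-gene scaling was replaced. Log2 fold changes with TMM, total counts and DESeq2 were −0.30, −0.39 and −0.28 for Cnp, −1.22, −1.30 and −1.20 for Mobp and −0.42, −0.52 and −0.39 for S100b, and −0.09 with total counts for Sox9. Mobp, at 0.17 and short of the threshold with the 101-gene scaling, passed it as lower in these 3 (adjusted p = 0.0113, 0.00838 and 0.00430). With the 101-gene scaling, Sema5a had −0.02 and Xiap −0.01 with miR125sp.

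The alternatives starting from Table S1 were not run because the copy is incomplete, and those for normalised values were not run because the deposited values are counts. Between sponge and miR292sp libraries of the RIP-seq, a simulated change of log2 1 was found for 22% and 30% of genes, in data with 200 changed genes. Replicates there scattered by 10.2 to 14.7 times counting noise (chi-square per degree of freedom), so that the spread between libraries adds to what depth limits.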

Differences from the paper's values

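The test of the cumulative distributions of the Table S3 genes in the miR-125 experiment gave p = 0.00878 (two-sample Kolmogorov-Smirnov over 256 genes), and the paper's value is p = 0.062 over its 253 genes. None of the alternatives fixed before the data were examined came within 1.5 times of the paper's value. They gave 0.00691 with the list derived again from the counts, 0.0145 without genes of the other list, 0.0175 with 10 counts in every mouse and 0.0165 without immediate early genes. Against the genes measured in the RIP-seq p was 0.451, against the other genes above 4-fold 0.15, and leaving out 1 mouse gave 0.0073 to 0.0354. With a term for combined runs, which was chosen after seeing the values, p was 0.0566 over the same 256 genes, within 1.5 times of the paper's value.

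The paper's read totals are 153 545 538 for the 8 RIP-seq libraries and 456 123 958 for the 12 mRNA-seq libraries. The deposited counts sum to 28920253 and 204417185. Counts cover reads assigned to 3′UTRs or transcripts, so that the 2 kinds of total measure different things.

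The paper describes miR-125 inhibition as raising the mRNA of genes with reduced AGO2 binding. Here the genes of Table S3 had a mean fold change of 1.02, were 0.0235 above other genes on the log2 scale (camera with a preset correlation, p = 0.554), and 131 of 256 had a positive log2 fold change.

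The paper did not identify Sox9 as a miR-124 target and gives its very low expression as the reason. By the limit of 4-fold Sox9 was not a target here either, and it did not pass as lower with miR124sp. Only the stated reason is compared here. Here Sox9 passed the count filter of the RIP-seq in all 8 libraries, with a log2 fold change of 1.40 with miR292sp over sham (adjusted p = 0.0287, edgeR), and had 1892 normalised counts in the GFP mice of the mRNA-seq. The 2 miR292sp libraries stood at 4.19 and 1.10, the log2 fold change did not pass in 4 alternatives (adjusted p = 0.316 to 0.991), among them leaving out the higher of the 2, and it was −0.09 with total counts. Ptbp1, named beside it, did not pass the filter.

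The paper describes the 2 miRNAs as controlling separate sets of genes. The lists derived here share 109 of 300, so that most differ as the paper states. Libraries simulated without change, with the miR292sp libraries drawn again, shared 90 to 128. A direct test between the sponges found 1 gene in edgeR and 1 with DESeq2, 13 in edgeR without a filter and none with filterByExpr (609 at a raw p below 0.05).

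The paper reports functions in axon guidance and cell death among the genes with reduced AGO2 binding after miR-125 inhibition, from a gene ontology tool not used here. By camera neither list differed from other genes in the precipitate (adjusted p = 0.285 and 0.0877), with none of 66 axon guidance genes and none of 31 cell death regulators lower in edgeR (none and 2 when adjusted over the list alone).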

Other observations

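Some genes had their highest or lowest mRNA level in the miR124sp mice, beyond all 3 other groups. Scn4b, a subunit of sodium channels, rose from 418 to 1889 normalised counts (log2 fold change 2.19, standard error 0.21, n = 3 mice per group, adjusted p = 0.00376, edgeR), against 723 and 812 in the GFP and miR125sp mice of the other experiment. Syt2, a calcium sensor of synaptic vesicles, stood at 161, 958, 424 and 544 in the same order, Wnt10a at 53.0, 225, 87.0 and 97.6, and the semaphorin gene Sema3f at 85.2, 217, 103 and 115. In these 4 genes the GFP mice of the miR-124 experiment were also below the other experiment, so that part of the fold change may come from their low level. Sema7a, high in the AGO2 precipitate and lower there with miR124sp, rose by 0.76 (0.12, adjusted p = 0.00442). Dio3, which inactivates thyroid hormone, fell from 179 to 22.6, against 138 and 184 in the other experiment (log2 fold change −3.02, 0.31, adjusted p = 0.00376). Trh, the precursor of thyrotropin-releasing hormone, fell by 4.20 on the log2 scale (0.50, adjusted p = 0.00376), but its 180 counts in the GFP mice also stood above the 21.7 and 34.6 of the other experiment. Ion channels and transmitter receptors rose in 63 of 165 cases and fell in 5 (69 and 10 when adjusted over the list alone, camera, adjusted p = 3.25e-09, and 0.310 with an estimated correlation), among them the nicotinic receptor gene Chrna4 at 1.21, the glutamate receptor gene Grm2 at 0.91 and the potassium channel gene Kcna1 at 0.73. These 3 were lower in the GFP mice of the miR-124 experiment than in those of the miR-125 experiment.

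With miR125sp, a few glial genes were lower and a few neuronal ones higher, and the lists that passed at the preset correlation did not pass at an estimated one. C1qa, a complement gene of microglia, had a log2 fold change of −0.44 (standard error 0.06, n = 3 mice per group, adjusted p = 0.0254, edgeR) and Aqp4 −0.35 (0.06, adjusted p = 0.0467). Microglia markers had 1 of 16 lower (7 when adjusted over the list alone, camera, adjusted p = 9.28e-10, and 0.0692 with an estimated correlation), and genes of reactive gliosis 1 of 11 (6 over the list alone, adjusted p = 2.39e-08, and 0.211 with an estimated correlation), with Gfap at −0.80 (0.17, adjusted p = 0.109). Neuron markers had 1 of 28 higher (13 over the list alone, with 1 lower, adjusted p = 1.33e-08, and 0.211 with an estimated correlation). Genes of cholesterol synthesis and uptake had 1 of 21 higher (8 over the list alone, adjusted p = 1.03e-10, and 0.211 with an estimated correlation). Nsg2, a neuronal endosomal protein, had 0.69 (0.10, adjusted p = 0.0324). Nsg2 and Gfap are genes with several transcripts.

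In this part the tests on the share of counts in the reference genes, on simulated mixtures and on the immediate early genes were chosen only after the result was seen. So was the use of let-7 seed matches to weigh release of the targets of the sponged miRNA. The let-7 comparisons themselves were fixed before the data were examined.

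Of the 2230 targets, 2000 lay at or below 4-fold with miR124sp and 1729 with miR125sp, where simulated libraries without change gave 248 to 329 and 221 to 288. Both comparisons share the miR292sp libraries, and the 109 genes shared by the 300 most reduced lie within the 90 to 128 that libraries without change gave. In the sponge libraries the 101 reference genes held at least 1.21% of the counts, between the 2 miR292sp libraries (0.700% and 0.75%) and the sham libraries (1.92% and 2.01%), and a weaker recovery of AGO2-bound RNA over background would give such shares. In simulated mixtures of miR292sp and sham RNA, 439 to 519 targets were lost by rank with miR124sp, and 475 were observed. The mixing shares, 0.219 for miR124sp and 0.332 for miR125sp, were taken from the same targets in the observed sponge libraries. This agreement is therefore not an independent test of weaker recovery. For miR125sp the mixtures lost 327 to 372 and 383 were observed, which decides nothing because the bound is simulated. Release of the targets of the sponged miRNA alone is argued against by genes with a let-7 seed match, which neither sponge binds and which fell by a log2 difference of −0.23 with miR124sp and −0.13 with miR125sp, more than genes with a match for the sponged miRNA.

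Some numbers lay outside the simulated mixtures, which excludes nothing because these bounds are simulated. The mixtures gave a median of 1257 genes changed with miR124sp (1195 to 1355 in 20 simulations) where edgeR found 702, and 282 with miR125sp (216 to 365) where it found 116. Mixtures shared 63 to 100 of the 300 most reduced targets, and the observed lists shared 109. They put 2007 to 2084 targets at or below 4-fold with miR124sp, where 2000 were observed. With miR125sp they put 1742 to 1839 there, where 1729 were observed. The numbers at or below 4-fold follow closely from the mixing shares, which came from these targets. What would weaken the recovery was not tested. A sponge that occupies AGO2 and displaces other miRNAs and their targets is a candidate explanation that the shares of 1.21% and above leave open, as are fewer AGO2-expressing cells or less antibody capture.

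Immediate early genes had less AGO2 binding with miR124sp than the mixtures gave. Their median residual, less that of other genes, was −0.294, below the lowest of 100 simulated mixtures (−0.198), with 19 of 27 genes below the mixture. With miR125sp it was −0.04, within the simulated range. A direct comparison of the residuals of the 2 sponges gave −0.02, also within it, so that the residuals showed no difference between the sponges. In the direct test of the list given earlier, these genes were lower with miR124sp than with miR125sp at the preset correlation but not at an estimated one. Since the bound is simulated, weaker recovery and a loss of binding of these genes cannot be told apart here. Less transcription of these genes in the animals of the RIP-seq could also lower the counts and was not tested, since total RNA of those animals was not analysed here.

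In the mRNA the 16 immediate early genes that rose with miR124sp had a median log2 fold change of −0.13 against the GFP mice of the miR-125 experiment, with 7 of 16 above 0. Their rise, that of Nr4a1 included, is consistent with low levels in the GFP mice of the miR-124 experiment. For the same reason the data do not show whether release from miR-124 raised Nr4a1.

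Relative to other genes, genes with a seed match for miR-124 had a slightly higher residual from the mixture with either sponge (by a median of 0.042 with miR124sp and 0.043 with miR125sp, above all of 100 simulated mixtures), though 722 and 686 of the 1337 lay below the mixture itself. So did genes with a match for miR-21 with miR124sp (0.05). Transcription regulators had a lower one with miR124sp (−0.101, 148 of 224 below the mixture), as had zinc finger protein genes (−0.13, 133 of 192, and −0.074 with miR125sp). Apart from the immediate early genes above, the other lists outside the range of the simulated mixtures were higher: interneuron markers (0.198) and interferon response and antigen presentation (0.601, 5 genes) with miR124sp, and the latter (0.463), oligodendrocytes and myelin (0.239), reactive gliosis (0.514, 5 genes) and lysine degradation (0.153) with miR125sp. Textbook genes responding to miR-124 lay at 0.213 with miR124sp (1 of 100 simulations as high) and 0.197 with miR125sp.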
